# Loss of the Ash2l subunit of histone H3K4 methyltransferase complexes reduces chromatin accessibility at promoters

**DOI:** 10.1038/s41598-022-25881-0

**Published:** 2022-12-13

**Authors:** Mirna Barsoum, Alexander T. Stenzel, Agnieszka Bochyńska, Chao-Chung Kuo, Alexander Tsompanidis, Roksaneh Sayadi-Boroujeni, Philip Bussmann, Juliane Lüscher-Firzlaff, Ivan G. Costa, Bernhard Lüscher

**Keywords:** Molecular biology, Chromatin, Epigenetics, Post-translational modifications, Transcription

## Abstract

Changes in gene expression programs are intimately linked to cell fate decisions. Post-translational modifications of core histones contribute to control gene expression. Methylation of lysine 4 of histone H3 (H3K4) correlates with active promoters and gene transcription. This modification is catalyzed by KMT2 methyltransferases, which require interaction with 4 core subunits, WDR5, RBBP5, ASH2L and DPY30, for catalytic activity. Ash2l is necessary for organismal development and for tissue homeostasis. In mouse embryo fibroblasts (MEFs), Ash2l loss results in gene repression, provoking a senescence phenotype. We now find that upon knockout of *Ash2l* both H3K4 mono- and tri-methylation (H3K4me1 and me3, respectively) were deregulated. In particular, loss of H3K4me3 at promoters correlated with gene repression, especially at CpG island promoters. Ash2l loss resulted in increased loading of histone H3 and reduced chromatin accessibility at promoters, accompanied by an increase of repressing and a decrease of activating histone marks. Moreover, we observed altered binding of CTCF upon Ash2l loss. Lost and gained binding was noticed at promoter-associated and intergenic sites, respectively. Thus, Ash2l loss and reduction of H3K4me3 correlate with altered chromatin accessibility and transcription factor binding. These findings contribute to a more detailed understanding of mechanistic consequences of H3K4me3 loss and associated repression of gene transcription and thus of the observed cellular consequences.

## Introduction

Cells need to respond to endogenous and exogenous signals to modify and adapt their activities to support tissue and organismal functions. The integration of such signals involves complex changes in gene expression programs that can be short-term or long-lasting as for example in response to stress or during differentiation processes, respectively. Central to executing these regulatory programs are sequence-specific transcription factors (sTFs), which exert their effect on chromatin and ultimately on polymerase activity by recruiting transcriptional cofactors^1–3^. These shape chromatin by controlling the density and composition of nucleosomes, modulating the functions of core histones by post-translational modifications (PTMs), and influencing higher-order chromatin organization. Together, these activities allow a multitude of different functional states, which are only incompletely understood. The methylation of histone H3 at lysine 4 (H3K4) has been extensively studied. Trimethylation (H3K4me3) is typically found near transcriptional start sites (TSS) and correlates with accessible promoters^4–7^. Together with H3K27 acetylation (H3K27ac), H3K4me3 marks active promoters, while in combination with H3K27me3, referred to as bivalent chromatin, promoters are poised^8,9^. H3K4me1 is located at enhancers but is also found in promoter regions, where it appears to have a repressive function^10–12^.

Methylation of H3K4 is catalyzed by complexes that contain group 2 lysine methyltransferases (KMT2). These enzymes function in protein complexes referred to as COMPASS (complex of proteins associated with Set1)^4–6^. Six KMT2 enzymes in mammals (MLL1-4 and SET1A and B) associate with the WRAD core complex composed of WDR5, RBBP5, ASH2L and DPY30, as well as other subunits that are complex specific. KMT2 complexes are functionally important, for example, all subunits that have been evaluated in knock-out studies are essential^5,13^. In particular, Ash2l is necessary for organismal development, tissue homeostasis, and cell proliferation and differentiation^14–18^. Moreover, increasing evidence points to critical roles of KMT2 complexes in various diseases^13,19^. For instance, the core subunit Ash2l, which interacts with the oncoprotein c-MYC^20^, has been linked to cancer^21–24^.

The recruitment of KMT2 complexes to chromatin is only partially understood. Several mechanisms have been suggested to be relevant, including the interaction of KMT2 complexes with DNA sequence motifs and structural DNA elements, and the binding to transcription factors and histone marks^25^. For example, binding to GC-rich sequences, including CpG islands (CGIs), has been observed^6^. CFP1, an essential subunit of SET1A/B complexes, binds to non-methylated CpG-rich DNA^26–28^. Some KMT2 complexes, containing SET1A/B, associate with the C-terminal domain of RNA-polymerase II, thereby stimulating the recruitment of these complexes to transcribed genes^29,30^. The function of H3K4me3 at promoters is debated. It has been reported that H3K4me3 is read by the plant homeodomain (PHD) finger of TAF3, a subunit of the general transcription factor complex TFIID. This led to the suggestion that H3K4me3 helps recruit the RNA-polymerase II complex^31–33^. This is supported by the finding that promoting H3K4me3 using a dCas9 system was sufficient to induce gene expression^34^. Moreover, broad and strong H3K4me3 levels at promoters are linked to high transcription^35,36^. Importantly, promoter-associated H3K4me3 can also serve as memory for gene expression^37^. Others find that H3K4me3 might serve as a mark at promoters of transcribed genes, only acquired once transcription has started^38^. However, in Xenopus blocking transcription using α-amanitin has little effect on H3K4me3^39^. In yeast, reduction in H3K4me3 has rather small effects on gene transcription. It was noted that gene silencing was most affected and not gene activation as expected^3,40–45^. Yeast Set1 interacts with active RNA Pol II-dependent on Ser5 phosphorylation of the C-terminal domain (CTD) and thus modifies the 5’-end of transcribed regions^46^. In Drosophila, replacing all histone H3 versions with H3K4R mutants, which cannot be methylated by KMT2 complexes, reduced cell proliferation but did not affect development^47^. Together, these findings suggest roles for H3K4me3 in both activating and maintaining gene transcription.

The knockout of *Ash2l* and of *Dpy30* in murine tissues reduces overall methylation of H3K4, which correlates with altered gene expression^15,18,48^. Using mouse embryo fibroblasts (MEFs), the loss of Ash2l results in broad repression of gene transcription^18^. Phenotypically, the cells stop proliferating and induce a senescence program characterized by a conserved set of downregulated genes. We have now expanded on this work and analyzed H3K4 methylation using chromatin immunoprecipitation combined with next generation sequencing (ChIP-seq). Ash2l loss reduced H3K4me3 at promoters, which was particularly obvious at CGI promoters. Moreover, a general reduced accessibility of chromatin was observed, particularly at promoters, correlating with loss of H3K4me3. The in silico studies of altered transcription factor binding sites of our ATAC-seq data indicated that the transcriptional regulator and chromatin organizer CCCTC-binding factor (CTCF^49–51^) was one of the factors possessing increased DNA binding. Indeed, ChIP-seq experiments supported this notion as CTCF binding increased in intra- and intergenic regions but decreased at promoters. Together, these findings suggest that the loss of Ash2l affects chromatin compaction and that H3K4me3 is involved in maintaining an open chromatin state at promoters.

## Materials and methods

### Immortalized embryonic fibroblasts

Primary mouse fibroblasts were obtained from d13 embryos, immortalized, cultured and manipulated as described before^18^. Immortalized MEF cells with the *Ash2l*^fl/fl^/*Cre-ER* genotype (KO cells) were treated with 5 nM 4-hydroxytamoxifen (+ HOT) (Tocris, 3412) or with vehicle (-HOT, 100% ethanol) to induce recombination of exon 4. This results in loss of protein expression^18^.

### RNA-seq

RNA was obtained from KO cells treated with and without HOT (for 5 days) and sequenced as reported previously. The results were deposited in the Gene Expression Omnibus under the accession number GSE165458^18^. These data were used for the bioinformatic studies described here.

### Chromatin immunoprecipitation (ChIP)-qPCR and ChIP-seq

The antibodies that were used are listed in Table 1. The ChIP experiments were performed using the OneDay ChIP Kit from Diagenode (C01010080) according to the manufacturer’s instructions.

**Table 1:** Antibodies.

Antigen	Species	Company/Cat no	Clonality	RRID number
Primary antibodies ChIP grade				
H3K4me3	Rabbit	Abcam, ab8580	Polyclonal	AB_306649
H3K4me2	Rabbit	Abcam, ab7766	Polyclonal	AB_2560996
H3K4me1	Rabbit	Abcam, ab8895	Polyclonal	AB_306847
H3K9me3	Rabbit	Abcam, ab8898	Polyclonal	AB_306848
H3K9ac	Rabbit	Abcam, ab4441	Polyclonal	AB_2118292
H3K27me3	Mouse	Abcam, ab6002	Monoclonal	AB_305237
H3K27ac	Rabbit	Abcam, ab4729	Polyclonal	AB_2118291
H3K79me3	Rabbit	Abcam, ab2621	Polyclonal	AB_303215
H4K20me2	Rabbit	Abcam, ab9052	Polyclonal	AB_1951942
H3	Rabbit	Abcam, ab1791	Polyclonal	AB_302613
CTCF	Rabbit	Abcam, ab 70303	Polyclonal	AB_1209546
IgG	Rabbit	Diagenode, C01010080	Polyclonal	AB_2722553

Detailed description of ChIP-qPCR experiments with IPs against histone and their respective marks can be found elsewhere^18^. In brief, immunoprecipitations (IPs) were performed with 2 μg of specific antibodies recognizing histone H3 or distinct histone marks. For CTCF 5 µg of a specific antibody was used. The IgG controls were carried out with respective amounts. For IPs 10–100 µg sheared chromatin with a mean size of 500 bp was used. For ChIP-qPCR undiluted 2 μl IP samples and diluted 2 μl input samples were applied in duplicates. A SYBR Green reaction mix (QuantiNova, Qiagen 208054) was employed for the quantitative PCR (qPCR) analyses in a RotorGene 6000 cycler (Corbett/Qiagen). Results were calculated by determining percent input of IPs considering dilution factors. For histone marks a further normalization was performed to percent input obtained with the H3 antibody. The PCR reactions were carried out with an initial step at 95 °C for 2 min, followed by 40 cycles at 95 °C for 10 s, 60 °C for 10 s, and 72 °C for 5 s and a melting curve analysis. One exception was the primer pair CTCF Chr 11 (Table 2). Here an alternative program (95 °C for 2 min, 40 cycle 95 °C for 10 s, 60 °C for 15 s and extension at 72 °C for 20 s) was used, to provide an efficiency > 95%, as for all other primer pairs.

**Table 2:** Oligonucleotides.

Primer name	Sequence (5ʹ–3ʹ)	Function
CHIP-qPCR primers		
Cdh3_ChIP_for	GAGCCACGGGGTACCTTTC	Changes in H3K4 methylation as well as other histone marks accumulated at promoters
Cdh3_ChIP_rev	AGGCACTCTCGAAGCCC	
Flywch2_ChIP_for	CCCGGTATGGTCTACTGACG	
Flywch2_ChIP_rev	AGACCAGAAGAGGGCGTCTA	
Hsp90b1_ChIP_for	GCAACATTTTGGGCACTGGA	
Hsp90b1_ChIP_rev	CTGCAAGTTAGTGGGGCAGA	
Olig1_ChIP_for	GCAAACAAGTCCTGGCCATC	
Olig1_ChIP_rev	AGTGCGCAGTTCAGTCGTTA	
Olfr456_ChIP_for	CTTCAAACCCCCTTTTGGAGC	
Olfr456_ChIP_rev	GCCTTGGGTTCATCACCACT	
Cdh17_ChIP_for	ATCCCTTGAGGCCAAGTGTG	
Cdh17_ChIP_rev	ACTGTGTCCTCCCCAAAAGC	
Atp9a_ChIP_for	GAATTGAGTAGAGCCTCCGAAC	
Atp9a_ChIP_rev	GGTATCAGTGTAGGAAGGAGAGA	
Rab27a_ChIP_for	GAAGAGAAATAGGTCTGCCCATC	
Rab27a_ChIP rev	CTGAAAGCAGCAGGACTCTAAA	
Mapk12_ChIP_for	GGGCTTTAGACTCACGTTCTC	
Mapk12_ChIP rev	GGTGGCCATCAAGAAGTTGTA	
CTCF_Chr8_gained_for	TCTGAGCATCTCTGGTATGAGG	Validation of ChIP-seq-experiments
CTCF_Chr8_gained_rev	AGACAGAAGGGACAGGAACA	
CTCF_Chr12_gained_for	AATGCTGGCTCTTCAGTACC	
CTCF_Chr12_gained_rev	CGTAGAGAGGGATATTGTCTTCA	
CTCF_Chr2_lost_for	TGCGGCTTTGGAAGATCA	
CTCF_Chr2_lost_rev	GCTCTCAGGCAGGGAATAAA	
CTCF_Chr7_lost_for	TCCATCCCTGGTACTGTAAA	
CTCF_Chr7_lost_rev	AAAGAGTGCCCATTCCAAG	
CTCF_Chr19_lost_for	CAGGAAGCGATCAGGAAAGT	
CTCF_Chr19_lost_rev	GCAGGGCTCCTCTAATCTTC	
CTCF_Chr11_stabe_for	GGAAGTGGTGAGTTAGTTCC	
CTCF_Chr11_stable_rev	CACTGCCTGTAAAGATGCAG	
CTCF_Chr5_stabe_for	ACATCCCTGAGCAGAGACAA	
CTCF_Chr5_stable_rev	GCTTTCCCTTCCTTCCATCTTG	

For ChIP-seq experiments, 100 μg chromatin was used per IP, with 10 μg chromatin retained as input control. After immunoprecipitation, as described in the manual of the used Diagenode kit, the complexes were washed in 1 × ChIP buffer, taken up in 200 μl TE (10 mM TrisHCl pH 8.0, 1 mM EDTA) and incubated with 1 μl RNase A (10 mg/ml) at 37 °C for 30 min. After pelleting, the beads were resuspended in 150 μl EB buffer (20 mM TrisHCl pH 7.5, 5 mM EDTA, 50 mM NaCl, 1% SDS) and incubated with 1 μl proteinase K (50 µg/ml) for 2 h at 68 °C. The beads were centrifuged, and the supernatant was transferred to a DNA low binding reaction tube. The beads were resuspended again in 100 μl EB and incubated for additional 5 min at 68 °C. The beads were pelleted, and the two supernatants were pooled. Input DNA was purified by precipitation with five volumes 100% ethanol, incubated for 10 min on ice and centrifuged for 10 min at 10,000×*g*. The supernatant was removed carefully, the DNA pellet dried at room temperature and resuspended in 200 μl EB buffer and treated with RNAse A and proteinase K. Further purification of IP and input DNA was performed using the QIAquick PCR purification Kit (Qiagen, 28106). DNA concentrations in IP and input samples were measured using a Qubit fluorometer (Thermo Fisher Scientific) according to the manufacturer’s instructions. The libraries were prepared using the Next Ultra II DNA library prep kit for Illumina (New England BioLabs, E7645S) and the sequencing was performed as single reads for 75 cycles with a NextSeq 500/550 High Output kit v2.5 (Illumina, 2004906) according to the manufacturer’s recommendations. Multiplex single end sequencing was performed at the EMBL Genomic Core Facility in Heidelberg and at the Genomics Facility of the Interdisciplinary Center for Clinical Research (IZKF) Aachen of the Faculty of Medicine at RWTH Aachen University.

### Assay for transposase-accessible chromatin using sequencing (ATAC-seq)

The basic protocol was performed as described^52^, with adaptions^53^. In brief, crude nuclear extracts were prepared by adding 50 µl of ice-cold ATAC-RSB (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_) supplemented with 0.1% NP40, 0.1% Tween-20, 0.01% Digitonin to 5 × 10^4^ cells. Samples were prepared in two technical replicates. Cells were incubated for 3 min on ice. Cooled 1 ml Wash buffer (ATAC-RSB + 0.1% Tween-20) was added, tubes inverted and centrifuged at 500 × g for 10 min at 4 °C. With the pellets of the crude nuclear extracts, a transposition procedure was performed. 50 µl Transposition mix (1xTD buffer, Tagment DNA Enzyme TDE1, both part of the Nextera Rapid Capture Exome Kit #FC140-1000 from Illumina, PBS, 0.1% Tween-20, 0.01% Digitonin) was added to the nuclei and incubated for 1 h at 37 °C with shaking. Purification of transposed DNA was carried out with the Qiagen MinElute PCR Purification Kit (#28004).

Transposed DNA was barcoded using i5/i7 primers of the Nextera Rapid Capture Custom Enrichment Kit (FC-140-1007 by Illumina) and NEBNext Ultra II Q5 Master Mix (#M0544) from New England Labs. Amplification with barcoding primers was done for initial 5 cycles. After this, an aliquot of PCR product was taken and supplemented with SYBR Green in DMSO (SYBR Gold Nucleic Acid Gel Stain #S11494, Thermo Fisher) together with the matching set of primers per sample and fresh Q5 polymerase. Another 20 cycles were performed with this aliquot and the amplification was monitored in a real-time application (RotorGene 6000, Qiagen) to assess the progress of the library preparation after the initial 5 cycles in the thermocycler. For both + HOT treated and one -HOT treated sample 4 additional and for the second -HOT replicate 3 additional amplification cycles were needed to perform to extend the initial 5 cycles of preparation. After library preparation was done, samples were purified with the Qiagen MinElute PCR Purification Kit (#28004).

The libraries were sequenced as paired-end reads for 75 cycles with a NextSeq 500/550 High Output kit v2.5 (Illumina, 20024906) according to the manufacturer’s recommendations. Sequencing and de-multiplexing were done by the Genomics Facility of the Faculty of Medicine at RWTH Aachen University.

### Quantification and statistical analysis

Error bars represent standard deviation (SD) of the mean, unless otherwise indicated. Statistical significance was evaluated by multiple t-test using GraphPadPrism software, unless otherwise indicated.

### Bioinformatics

For both ChIP-seq and ATAC-seq, sequences were trimmed using Trim_Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). They were then aligned against the reference genome (mm9) using BWA^54^. We used the view, sort and index functions of SAMtools to convert the Sam to Bam files and sort and index the mapped reads^55^. The complexity of the genomic sequencing library was checked using preseq (https://github.com/smithlabcode/preseq). The duplicates were marked using Picard MarkDuplicates (https://github.com/broadinstitute/picard/blob/master/src/main/java/picard/sam/markduplicates/MarkDuplicates.java). We filtered the un-mapped reads, PCR-duplicates, blacklist region as defined by ENCODE and, in case of paired-end sequencing (ATAC-seq), the un-paired reads using the view function of SAMtools^55^. We checked the enrichment and quality of ChIP-seq (H3K4me3, H3K4me1 and CTCF) using the plotFingerprint function of DeepTools^56^ and Rscript run_spp.R in the phantumpeakqualtools package (https://github.com/crazyhottommy/phantompeakqualtools/blob/master/run_spp.R).

The quality of the ATAC-seq was evaluated by checking the insert size distribution using the CollectMultipleMetrics function of Picard (https://github.com/broadinstitute/picard/blob/master/src/main/java/picard/analysis/CollectMultipleMetrics.java). MultiQC was used to merge all reports from the same experiment^57^. Narrow peaks (ChIP-seq (H3K4me3), ATAC-seq and ChIP-seq (CTCF)) and Broad peaks (ChIP-seq (H3K4me1)) were called using Macs2^58^. In ChIP-seq (CTCF) experiments, motif-analysis of CTCF consensus sites at topologically associating domain (TAD) boundaries was performed using the FIMO (Find Individual Motif Occurrences) program from the MEME suite^59^. TAD boundaries were obtained from published data^60^ (bed-files at http://chromosome.sdsc.edu/mouse/hi-c/index.html). The overlap was examined by considering a resolution of ± 20 kb regarding the published Hi-C data. Intersecting between different experiments was done using BEDTools^61^. The computeMatrix and the plotheatmap functions of DeepTools were used to calculates the scores per genome region in each sample and then ploted the heatmaps^56^. These were normalized using CPM (count per Million) in ChIP-seq (H3K4me1 and me3) and ATAC-seq (the merged files of the two technical replicates). For ChIP-seq (CTCF), the BigWig tracks were normalized using the scale factors obtained by Deseq2.

For both ChIP-seq (CTCF) and ATAC-seq, we used DEseq2 to normalize the raw counts in the two technical replicates of each condition and to perform differential analysis between -HOT and + HOT^62^. For ChIP-seq (H3K4me1 and me3), the counts were normalized to the lowest coverage and the logFC was calculated manually for each biological replicate (KO1 and KO2). Individual logFC threshold to call gained and lost peaks in + HOT compared to -HOT for each of the above-mentioned sequencing experiments was determined after visualization in IGV (Integrative Genomics Viewer, https://software.broadinstitute.org/software/igv/). The called gained and lost peaks were annotated using Homer (http://homer.ucsd.edu/homer/ngs/annotation.html). The information about the distance to the nearest promoter provided by Homer after the annotation was used to annotate the peaks as promoters (± 3000 bp of the TSS). We also grouped the counts of the H3K4me3 binding sites at promoters by their A value (log(counts in -HOT and + HOT)) in KO1 and KO2, which is estimated from the MA plots (Supplementary Fig. S1b) and IGV as follows: higher than 14 (high), between 14 and 10 (medium), and lower than 10 (low) for KO1. Higher than 19 (high), between 19 and 12 (medium) and lower than 12 (low) for KO2. In ChIP-seq (H3K4me1 and me3), motif enrichment analysis and histone line plots were performed with the Regulatory Genomics Toolbox (RGT; www.regulatory-genomics.org) based on promoter sequences 1000 bp upstream and 100 bp downstream of the TSS. Motifs were obtained from Jaspar version 2020^63^. Promoter sequences 1000 bp upstream to 100 bp downstream the TSS were enriched for TATA box and GC-rich motifs provided by the Eukaryotic promoter database^64^. The IGV genome browser was used to produce screenshots of selected genomic locations. The enhancers’ genomic locations were obtained from the EnhancerAtlas 2.0 (http://www.enhanceratlas.org/indexv2.php)^65^. Coordinates of CpG islands were obtained from UCSC (https://hgdownload.soe.ucsc.edu/goldenPath/mm9/database/cpgIslandExt.txt.gz).

In ATAC-seq, the two technical replicates were merged before the transcription factor (TF)-footprinting analysis using Picard MergeSamFiles (https://github.com/broadinstitute/picard/blob/master/src/main/java/picard/sam/MergeSamFiles.java). TF-footprinting and thereafter the TF-differential analysis were performed using RGT-HINT^53^. Part of the codes used in this manuscript were modified from nf-core (https://nf-co.re/chipseq/ and https://nf-co.re/atacseq).

All sequencing data are available in NCBI’s Gene Expression Omnibus (GEO)^66^ as SuperSeries under accession number GSE205233 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205233. This SuperSeries is composed of the following sub-series: 1. Accession number GSE205232 for ChIP-seq (H3K4me1, H3K4me3). 2. Accession number GSE205230 for ATAC-seq. 3. Accession number GSE205231 for ChIP-seq (CTCF).

## Results and discussion

### Altered H3K4 methylation at promoters upon loss of Ash2l

The loss of Ash2l in both hematopoietic and MEF cells results in inhibition of proliferation. At the molecular level, a reduction of H3K4 methylation and altered gene expression was observed^15,18^. In MEF cells this correlates with the induction of senescence. To further evaluate H3K4 methylation, we performed ChIP-seq of 2 pairs of Ash2l KO and WT immortalized MEF cells (i.e. iMEF1 and 2, for details see^18^) at day 5 after 4-hydroxytamoxifen (HOT) treatment, resulting in deletion of exon 4 of *Ash2l* and loss of Ash2l protein. 

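Ash2l is a core subunit of the KMT2 histone methyltransferase complexes, which methylate lysine 4 of histone H3. The iMEF lines are immortalized mouse embryo fibroblasts in which 4-hydroxytamoxifen (HOT) induces Cre-ER to recombine exon 4 of Ash2l. For each of the H3K4me3 and H3K4me1 marks, 1 library of cells without HOT (-HOT) and 1 of cells treated with 5 nM HOT for 5 days (+HOT) were compared in KO1 (iMEF1) and in KO2 (iMEF2), so that each mark has 2 pairs of libraries and each line is 1 replicate. H3K4me3 reads in regions numbered 6116382 (-HOT) and 2441698 (+HOT) in KO1, and 17708078 and 6978481 in KO2. H3K4me1 reads in regions numbered 6157647 and 7939532 in KO1, and 7156632 and 9048056 in KO2. The authors aligned the reads to mm9 with BWA, removed duplicates and blacklisted regions, called narrow (H3K4me3) or broad (H3K4me1) regions with Macs2, and scaled the read counts of each line to the library of lowest coverage. The deposited values are read counts divided by 1 factor per library (H3K4me3 -HOT in both lines and H3K4me1 +HOT in KO2) or undivided (the other libraries), and 100% of them are whole within 0.001 once multiplied by that factor. Because the scaling uses total coverage and no external standard, a change that affects most regions alike depends on it. The Ash2l promoter itself (chromosome 8, 26950030 to 26952534, over exon 1) kept 60.0% of its H3K4me3 in KO1 and 53.1% in KO2 (mean log2 ratio -0.82, standard error 0.391, adjusted p = 0.0417 from limma). No H3K4me3 or H3K4me1 region lies over exon 4 (26946472 to 26946560), the deleted exon, so these libraries do not check the deletion. The paper gives a mean chromatin fragment size of 500 bp and the sample labels about 300 bp. WT and input libraries were not used here.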

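H3K4me3 was concentrated at promoters and H3K4me1 was spread over many more, narrower regions. The H3K4me3 table holds 22343 regions with a median width of 1287 bp, of which 15584 (69.7%) lie within 3000 bp of a TSS in the authors' annotation. The H3K4me1 table holds 122780 rows. Of these, 117165 are regions with values in both lines, with a median width of 772 bp, and 27736 of them (23.7%) lie within 3000 bp of a GENCODE TSS. The remaining rows are 14 repeated header lines and a stretch with fractional coordinates and values on straight lines, between positions 19197749 and 145960211 of chromosome 1, and were not used. H3K4me1 at genes in that part of chromosome 1 was therefore not analysed here.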

Genome-wide, 22,344 and 122,781 H3K4me3 and me1 modified regions, respectively, were identified. 

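H3K4me3 was lower in +HOT than in -HOT cells at most tested regions of both lines. The median log2 ratio of +HOT to -HOT was -1.06 in KO1 and -1.63 in KO2, which leaves 0.480 and 0.324 of the -HOT signal. Among promoters with at least 100 reads in the higher condition of both lines, the strongest falls were at Fzd6, a Frizzled receptor for Wnt ligands (mean log2 ratio -3.06, standard error 0.391, adjusted p = 3.4e-12 from limma), Rtn2, a reticulon (-3.05), and Ngef (-3.04). Tmem25, Tc2n, Nhsl1, Tmem158 and Map6d1 followed, between -2.97 and -2.91. These 8 promoters fell in both lines, which the ranking required. Of 16129 H3K4me3 regions with more than 20 reads in -HOT or +HOT of both lines, 13954 fell and 12 rose (limma on log2(value + 1) with the line as a block, Benjamini-Hochberg adjusted p under 0.05). With 2 pairs, limma used 1 spread for all H3K4me3 regions, so its p-values rest on that pooled spread. They do not measure an error that a whole library shares. By a log2 ratio under -0.58 and more than 20 reads in the higher of -HOT and +HOT, 14278 regions lost signal in KO1, 21768 in KO2 and 14214 in both. A further 64 were lost in KO1 only and 7554 in KO2 only. Without the line as a block, limma passed 0 regions (679 fell and 0 rose at an unadjusted p under 0.05), while edgeR on the recovered reads with the block passed 15241. Scaled so that the median log2 ratio of the tested regions is 0 in each line, 1519 regions rose and 3744 fell, and changes of gene groups are also given relative to this median.

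**Figure D1:**
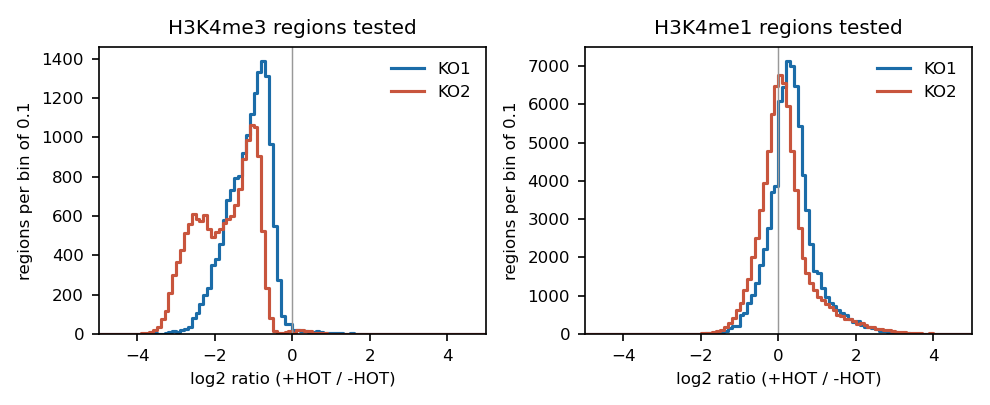
Number of tested regions (vertical axis) by log2 ratio of +HOT to -HOT (horizontal axis) for H3K4me3 (left) and H3K4me1 (right) in KO1 (blue) and KO2 (red). H3K4me3 ratios lie below 0 for 99.0% of regions in KO1 and 99.4% in KO2, while the H3K4me1 medians are 0.30 and 0.08.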

A large number of H3K4me3 marked chromatin sites (12,799 common for KO1 and KO2 cells) showed loss of signal upon HOT treatment of KO cells (log2FC > 0.58; signals of > 20 reads) (Fig. 1a and Supplementary Table S1; also available in GEO under accession number GSE205232). The vast majority of these sites were associated with promoters (± 3000 bp of the transcriptional start site (TSS)). 

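Lost H3K4me3 lay mostly at promoters, as did the H3K4me3 regions over the read minimum but outside the set lost in both lines. Of the regions lost in both lines, 11919 lie at promoters (83.9%, 95% Wilson interval 83.2 to 84.4%). Of the 16129 regions over the read minimum in both lines, 13527 are promoter regions, and of the 1915 among them that were not lost in both lines, 1608 are (84.0%, interval 82.3 to 85.5%). Of all 8129 H3K4me3 regions not lost in both lines, whatever their reads, 3665 are (45.1%, interval 44.0 to 46.2%). Most regions in either of these 2 groups were lost in KO2, which lost 21768 of 22343 regions. Neither group is therefore a set that kept its H3K4me3. Regions away from promoters fell more deeply, with median log2 ratios of -1.41 in KO1 and -2.41 in KO2 against -1.0004 and -1.47 at promoters. By limma, 11527 promoter regions fell and 2000 did not pass the test. Away from promoters, 2427 regions fell and 163 did not pass. The intervals cover counting error only, and neighbouring regions are not independent. Within 1000 bp of a TSS the share was 76.1%, and of the regions lost in KO2, taken alone, 70.6% lie at promoters.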

Roughly a third of the 37,205 promoters analyzed showed loss of H3K4me3 (Fig. 1b,c and Supplementary Fig. S1a), consistent with the decrease in global H3K4me3^18^. 

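The median H3K4me3 ratio of cell cycle genes lay low among those of random gene lists of like signal, and the medians of ribosomal protein and oxidative phosphorylation genes lay high. The lost regions lie nearest to 11508 RefSeq promoters of 10919 genes, which is 30.9% of the promoters counted by the study and 81.6% of the 14107 promoters with an H3K4me3 region. Of the 12214 genes with a tested promoter region 10252 fell, and the median log2 ratio of all 12214 was -0.97 in KO1 and -1.38 in KO2, with counts by limma at an adjusted p under 0.05. Of 46 DNA replication and cell cycle genes, 44 fell (44 when adjusted over the list alone), with 1 higher and 3 lower relative to the median of all regions. E2f2, a transcription factor of the G1/S transition, had a mean log2 ratio of -2.45 and the mitotic kinase Plk1 of -1.33. Cdk4 was the highest at -0.63 and did not pass, while the region nearest its TSS fell (-2.18). In KO1 the median of this list was below that of all 10000 random lists of like signal, and in KO2 it lay at percentile 1.36. Of 59 ribosomal protein genes, 28 fell and 31 did not pass (6 fell when adjusted over the list alone), and relative to the median 20 were higher and 1 lower, with the list at percentiles 99.2 and 99.7. Rpl13a reached -2.19, while Rps16, with -0.78 and an adjusted p of 0.0517, did not pass, and Rps23 had -0.36, with -1.54 at the region nearest its TSS, which fell. Oxidative phosphorylation genes split into 23 that fell and 23 that did not pass (2 fell when adjusted over the list alone), with 20 higher and 0 lower relative to the median and percentiles of 99.8 and 100. Ndufs8, a subunit of complex I, stood at -1.33 and Uqcrc1, a subunit of complex III, at -0.43, which did not pass. Ndufs7, at -0.79, passed at an adjusted p of 0.0494 from limma, and not with a pseudocount of 5 or over the list alone. Of 14 housekeeping controls, 8 fell (8 over the list alone), and 6 were higher and 1 lower relative to the median. Tfrc, the transferrin receptor, was the lowest at -2.38 and Hprt lay at -0.89. Eef1a1 had -0.46 and did not pass, while the region nearest its TSS fell (-1.50).
Of 18 cell cycle inhibitors and p53 targets, 10 fell and 8 did not pass (6 fell when adjusted over the list alone), with 8 higher and 1 lower relative to the median. Pmaip1, the p53 target Noxa, fell by 2.05 on the log2 scale and Cdkn1b, the inhibitor p27, by 0.80, which did not pass with a pseudocount of 5 or over the list alone, and Phlda3 had -0.32 and did not pass. Of 30 genes of the senescence-associated secretory phenotype, 26 fell (26 over the list alone), with 3 higher and 5 lower relative to the median. Their list lay at percentiles 81.59 in KO1 and 4.17 in KO2 of random lists of like signal. The inhibitors and p53 targets lay at 93.18 and 78.93, and the housekeeping controls at 76.68 and 62.45. Areg, the EGF receptor ligand amphiregulin, had -2.39, Igfbp3 -1.48 and the matrix metalloproteinase Mmp14 -0.61, which did not pass. Of 33 fibroblast and matrix genes, 26 fell (26 over the list alone), with 5 higher and 1 lower relative to the median of all regions, while the list's median lay at percentiles 5.82 and 0.05 of random lists of like signal. Tgfb1 had -2.45 and the caveola protein Cav1 -0.99, while Lum, the proteoglycan lumican, had 0.44 in KO1 and -0.65 in KO2 and did not pass. The standard error was 0.391 for each gene, since limma estimated 1 spread for all H3K4me3 regions, so a call rests on the mean log2 ratio alone (0.79 or more in size).

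**Figure D2:**
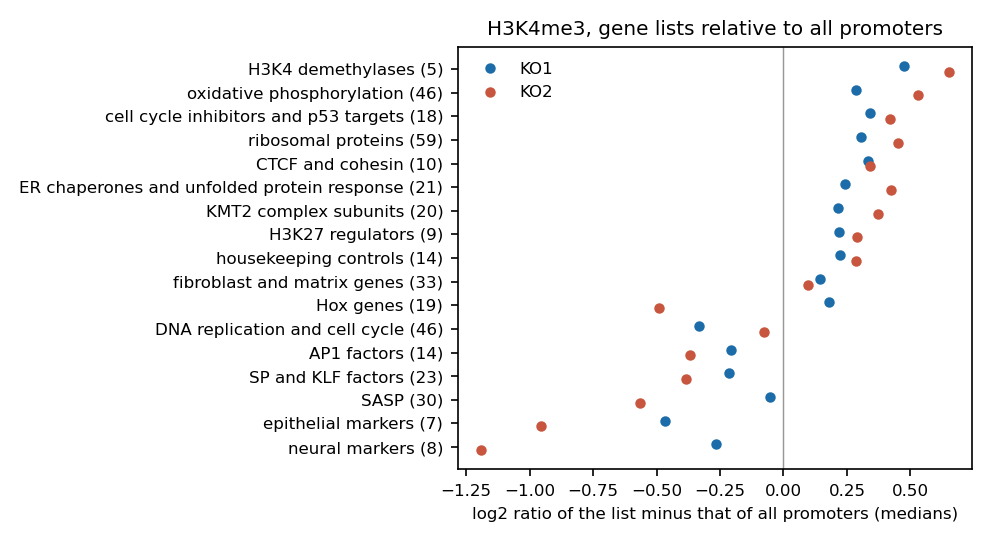
Median log2 ratio of H3K4me3 in gene lists with at least 5 tested promoters, minus the median of all tested promoters (horizontal axis, log2), in KO1 (blue) and KO2 (red), with the number of promoters tested in parentheses. Oxidative phosphorylation genes lie 0.28 and 0.53 above the median of all promoters, and DNA replication and cell cycle genes 0.33 and 0.08 below it.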

The decrease in H3K4me3 was particularly obvious in regions with intermediate levels of this modification as depicted in MA plots (Supplementary Fig. S1b).

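Regions of middle signal lost the most H3K4me3 in both lines. Over 10 equal groups of regions ordered by -HOT signal, the largest fall in KO1 was in the sixth group (median log2 ratio -1.53, from a median of 162.8 to 55 scaled reads) and in KO2 in the fifth (-2.58, from 355.4 to 59). The strongest group had -0.69 in KO1, from 628.7 to 380, and -0.99 in KO2, from 2250.5 to 1100. The weakest had -0.64 and -1.91. In the weakest group of KO1 the median was 4.50 scaled reads in -HOT and 3 in +HOT, so counting error is large there. Named promoters of middle signal include Flywch2 (73.5 to 18 scaled reads in KO1, 405.0 to 50 in KO2), and Klf4, with 702.2 to 463 and 2503.0 to 1163, is among the strong ones (mean log2 ratio -0.85, and -1.86 at the region nearest its TSS).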

**Figure 1:**
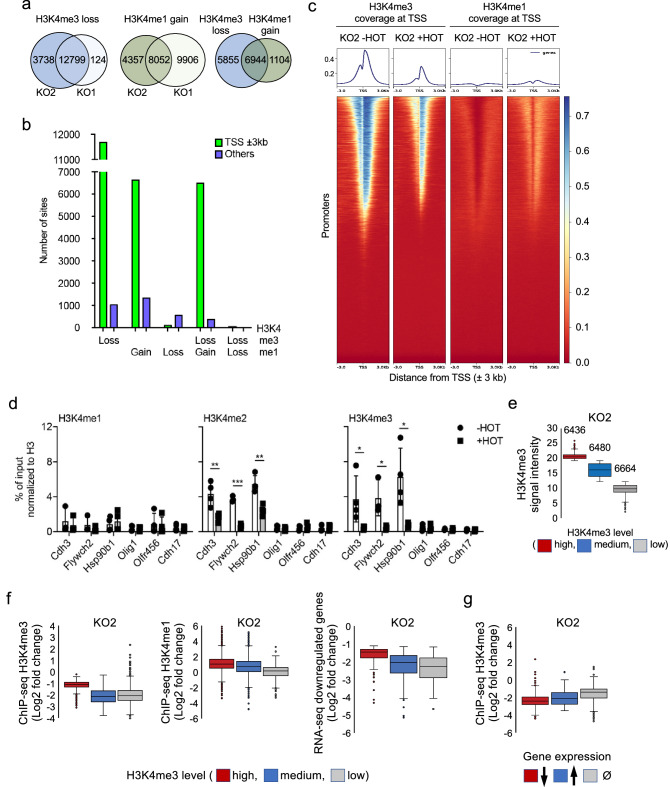
Deregulated H3K4me3 and me1 at promoters in response to Ash2l loss. (**a**) ChIP-seq analysis using antibodies against H3K4me3 and me1 with wild type (WT) and *Ash2l*^*fl/fl*^ (KO) immortalized fibroblasts (iMEF1 and 2) incubated ± HOT for 5 days. The total number of sites that gain or lose signals are indicated (logFC > 0.58 and signals of > 20 reads). (**b**) ChIP-seq data as in panel A. Gained and lost H3K4me3 and me1 signals at promoters were analyzed (± 3000 bp; logFC > 0.58 and signals of > 20 reads). No gain of H3K4me3 was observed. Promoters with a loss of both marks were rare. (**c**) Heatmaps generated using DeepTools showing H3K4me3 and me1 normalized signals (normalized using counts per Million (CPM)) obtained from KO2 cells in the presence and absence of Ash2l (± HOT) at all annotated transcripts in mm9. (**d**) ChIP-qPCR experiments of KO2 cells treated ± HOT for 5 days. Mean values ± SD of 4 independent experiments measured in duplicates are displayed (* < 0.05, ** < 0.01, *** < 0.001). (**e**) Promoters were classified according to their H3K4me3 levels. Three categories were generated, the numbers of promoters in each category are indicated. (**f**) Promoters (± 3000 bp of TSS) with high, medium and low H3K4me3 signals were compared regarding alterations in H3K4me1 and H3K4me3 and changes in expression of the corresponding genes. (**g**) Genes that are up- or downregulated or did not change in expression were compared to changes in H3K4me3 at their promoters.

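At promoters no rise of H3K4me3 passed the test in 13527 promoter regions (limma, 0 at an adjusted p under 0.05). All 12 regions that rose lie away from promoters. By the rule of a log2 ratio over 0.58 and more than 20 reads, 78 regions gained H3K4me3 in KO1, 45 in KO2 and 11 in both. With more than 20 reads required in both -HOT and +HOT, these were 17, 13 and 0. These counts rest on the authors' scaling, and with the median log2 ratio of each line set to 0, 472 regions gained H3K4me3 in both lines.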

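Few regions lost both marks. Of the regions that lost H3K4me3 in both lines, 332 (2.34%) share at least 1 bp with a region that lost H3K4me1 in both lines, and 99 do so in the authors' deposited lists. At Hsp90b1, which encodes the ER chaperone GRP94, the H3K4me3 region from 86165809 to 86168323 on chromosome 10 fell by 0.80 on the log2 scale (adjusted p = 0.0488 from limma, and 0.0546 with a pseudocount of 5). A lost H3K4me1 region shares 8 bp with its edge (mean log2 ratio -1.23, adjusted p = 0.0022 from limma), while the H3K4me1 region that lies within it, from 86166148 to 86168041, rose by 1.16 (standard error 0.239, adjusted p = 0.0021 from limma). A separate H3K4me1 region from 86163723 to 86164606, which does not overlap it, fell by 1.48 on the log2 scale (adjusted p = 0.000305 from limma). A further 475 lost H3K4me3 regions lie in the part of chromosome 1 where H3K4me1 was not analysed here.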

H3K4me1 marks enhancers^11,12^. 

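Fewer H3K4me1 regions fell than rose. Among promoters with at least 100 reads in the higher condition of both lines, those that fell were at the microRNA gene Mir16-2 (mean log2 ratio -1.22), Rps24, a protein of the small ribosomal subunit (-0.84), the chemokine gene Ppbp (-0.84), Zfp207 (-0.82), Tcf12, a basic helix-loop-helix transcription factor (-0.79), Nme2 (-0.76) and Snora74a (-0.72), with adjusted p from 0.0016 to 0.0462 in limma. At Nme2 the region nearest the TSS rose instead (1.47). Of 78691 H3K4me1 regions tested, 2026 fell (limma, adjusted p under 0.05). The number that fell depended on the fit. It was 103 without the line as a block, 304 with no read minimum and 762 with more than 50 reads. With a trend in limma it was 1107, and by edgeR with the block 1193. A pseudocount of 5 gave 2219, and scaling to a median log2 ratio of 0 gave 2713. By the rule of a log2 ratio under -0.58 and more than 20 reads in the higher of -HOT and +HOT, 6574 regions lost H3K4me1 in KO1, 12840 in KO2 and 1953 in both. Of the regions lost in both lines, 34.1% lie at promoters. This count follows the read minimum: 563 regions were lost with more than 20 reads in both -HOT and +HOT, and 277 with more than 50 reads in the higher of them.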

Of the large number of H3K4me1 modified regions, fewer than 600 lost signals (Fig. 1b), consistent with the small decrease in global H3K4me1^18^. One possibility is that in the absence of Ash2l KMT2 enzymes might possess mono-methyltransferase activity. In vitro studies suggest that at least some KMT2 complexes with WDR5 and RBBP5 mono- and di-methylate H3K4, while the addition of Ash2l promotes tri-methylation and stimulates overall activity^67–69^. However, our Rbbp5 immunoprecipitates did not contain methyltransferase activity in the absence of Ash2l^18^. Alternatively, H3K4me1 might be sufficiently stable during the course of the experiment, preventing loss of signal. 

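Promoters with at least 100 reads in the higher condition of both lines were ranked by their gain of H3K4me1 (Olfr, Gm and Rik genes left out). The 8 with the largest gains had 6 to 31 scaled reads in -HOT cells. At Elk3, which encodes an ETS transcription factor, the reads went from 9 to 104 in KO1 and from 6 to 123.6 in KO2 (mean log2 ratio 3.77, standard error 0.256, adjusted p = 3.7e-07 from limma). Six4, a homeobox gene, had 3.48, the microRNA gene Mir99b 3.22, Polr3d, a subunit of RNA polymerase III, 3.19, and Zfp608 3.13. Ddx28, Emilin1 and Tmem147 followed between 2.96 and 2.93. Each of these 8 promoters rose in both lines, which the ranking required. Over all tested regions 11638 rose by limma at an adjusted p under 0.05, 5010 without the line as a block and 4977 without a read minimum. Scaled to a median log2 ratio of 0 in each line, 7544 rose and 2713 fell. By a log2 ratio over 0.58, 26203 regions gained H3K4me1 in KO1, 17285 in KO2 and 11629 in both. A further 14574 were gained in KO1 only and 5656 in KO2 only.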

We noticed that some H3K4me1 marked sites gained signals (Fig. 1a; 8052 common for KO1 and KO2; log2FC > 0.58; signals of > 20 reads). Most of these sites were accompanied by a decrease in H3K4me3 and are linked to promoters (Fig. 1b,c and Supplementary Fig. S1a–c).

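Most gains of H3K4me1 lay at promoters and over regions that lost H3K4me3. Of the regions that gained H3K4me1 in both lines, 8980 (77.2%) overlap a region that lost H3K4me3 in both lines, 10415 (89.6%) overlap any H3K4me3 region, and 83.7% lie within 3000 bp of a TSS. Seen from the other mark, 7888 lost H3K4me3 regions (55.5%) overlap gained H3K4me1, 7236 of them at promoters. Of the 1915 H3K4me3 regions over the read minimum but outside the set lost in both lines, 1113 (58.1%) overlap gained H3K4me1. Most of these 1915 were lost in KO2. At a log2 ratio beyond 1 for both marks, 2478 of 8805 lost H3K4me3 regions overlap gained H3K4me1. Of the 6491 gained H3K4me1 regions there, 2627 overlap lost H3K4me3, so most did not at this threshold. Of the tested promoter regions, 9891 rose, 735 fell and 9968 did not pass (limma, adjusted p under 0.05), against 1747, 1291 and 55059 elsewhere.
In each of the following lists more genes rose than fell by limma, as over all genes. Of all 12536 genes with a tested promoter region, 6167 rose and 358 fell. Among random lists of like signal, the list medians lay between percentiles 10.31 (ribosomal proteins) and 99.92 (cell cycle) in KO1. In KO2 they lay between 35.12 (ribosomal proteins) and 96.13 (fibroblast and matrix genes). Of 45 DNA replication and cell cycle genes, 28 rose and 7 fell (30 and 7 when adjusted over the list alone, 22 and 7 relative to the median of all regions, and 35 and 2 at the region nearest the TSS). Gins2, a subunit of the replicative helicase, had a mean log2 ratio of 2.61 and the mitotic checkpoint kinase Bub1 0.94. Ccne1, cyclin E1, fell by 1.53 on the log2 scale, while the region nearest its TSS rose (3.06). Of 50 oxidative phosphorylation genes, 34 rose and 2 fell (45 and 2 over the list alone, 21 and 2 relative to the median). Atp5c1, a subunit of ATP synthase, reached 2.31 and Cox6c 0.98, while Ndufs7 fell by 0.89 on the log2 scale. Of 61 ribosomal protein genes, 25 rose and 10 fell (32 and 12 over the list alone, 22 and 12 relative to the median, and 38 and 4 at the region nearest the TSS), with Rpl36 at 2.61. Of 28 fibroblast and matrix genes, 16 rose and 0 fell (18 and 1 over the list alone, 13 and 1 relative to the median), led by the PDGF receptor gene Pdgfra with 2.09, while Acta2, smooth muscle actin, had 0.83 and Col1a2, a chain of type I collagen, had -0.71 with an adjusted p of 0.0519 from limma over all regions, and passed over the list alone and with a pseudocount of 5. At the region nearest the TSS, 1 gene of this list fell. Of 31 genes of the secretory phenotype, 15 rose and 0 fell (17 and 0 over the list alone, 9 and 0 relative to the median), led by the chemokine gene Cxcl12 with 1.85, while Csf1 had -0.36 and did not pass. Of 17 cell cycle inhibitors and p53 targets, 8 rose and 0 fell (10 and 1 over the list alone, 5 and 0 relative to the median), led by Gadd45b with 2.25, while Sesn2 had -0.57 and passed over the list alone but not over all regions. Of 15 housekeeping controls, 8 rose and 0 fell (12 and 1 over the list alone, 5 and 1 relative to the median), led by the glycolytic gene Pgk1 with 1.63, while Ywhaz had -0.68, which passed over the list alone and with a pseudocount of 5 but not over all regions, and 0.64 at the region nearest its TSS, which did not pass.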

The changes in H3K4 methylation, as described above, are documented in the displayed IGV browser tracks at the *Cdh3* locus, which lost H3K4me3 and gained H3K4me1 in its promoter region (Supplementary Fig. S1c). These effects were validated for *Cdh3* and the promoters of several additional genes. 

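Cdh3 encodes P-cadherin, a cell adhesion protein, and lies on the + strand of chromosome 8 of mm9, from 109034791 to 109080808. An H3K4me3 region from 109034211 to 109036545 covers the TSS and exon 1 (109034791 to 109034906) and reaches into intron 2. Its signal went from 188.3 to 43 scaled reads in KO1 and from 1427.7 to 350 in KO2, a mean log2 ratio of -2.07 (standard error 0.391, adjusted p = 7.0e-07 from limma, lower in both lines). A weaker region from 109036772 to 109037350 had log2 ratios of -1.05 in KO1 and -2.18 in KO2. Both lie within an H3K4me1 region from 109034171 to 109038431. There the signal went from 182 to 369 in KO1 and from 167 to 388.2 in KO2, a mean log2 ratio of 1.11 (standard error 0.239, adjusted p = 0.0029 from limma, higher in both lines).

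**Figure D3:**
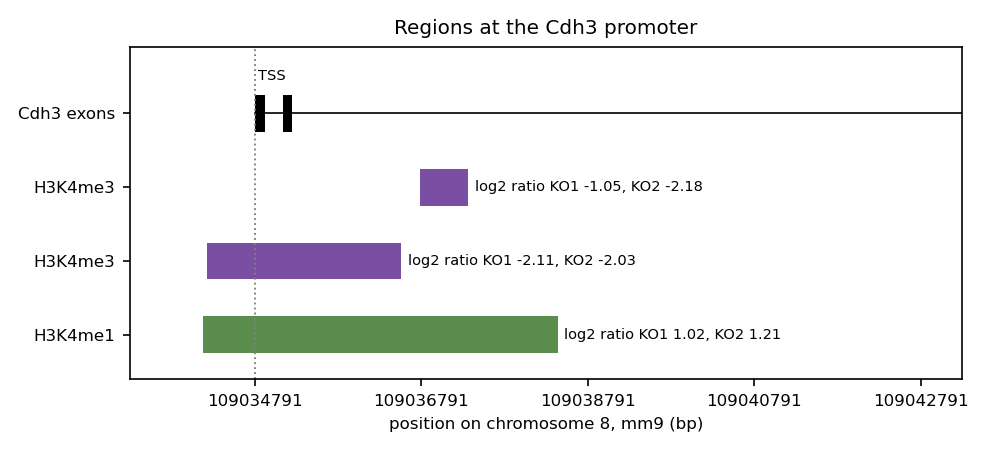
Map of the Cdh3 promoter on chromosome 8 of mm9 (horizontal axis in bp) with the first 2 exons (black), the H3K4me3 regions (purple) and the H3K4me1 region (green), each with its log2 ratio of +HOT to -HOT in KO1 and KO2. The larger H3K4me3 region fell in both lines and the H3K4me1 region rose in both.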

*Cdh3* and *Flywch2* are downregulated in response to Ash2l loss, while the expression of *Hsp90b1* was unchanged in the RNA-seq experiments (summarized below in Supplementary Fig. S1d)^18^. All three lost H3K4me3 and me2 in their promoter regions (Fig. 1d). However, the increase in H3K4me1 was less obvious. 

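The promoters of Olig1, Olfr456 and Cdh17 carried no called H3K4me3 region in either KO line. Olig1, a transcription factor gene of oligodendrocytes, has its TSS at 91270014 on chromosome 16, with the nearest H3K4me3 region 44068 bp and the nearest H3K4me1 region 82417 bp away. Olfr456, an olfactory receptor gene with its TSS at 42437213 on chromosome 6, lies 96125 bp from the nearest H3K4me3 region. An H3K4me1 region 2275 bp from its TSS went from 118 to 198 scaled reads in KO1 and from 181 to 212.7 in KO2, which did not pass the test (mean log2 ratio 0.49, adjusted p = 0.216 from limma). Cdh17, a cadherin gene with its TSS at 11685294 on chromosome 4, lies 52746 bp from the nearest H3K4me3 region. An H3K4me1 region 618 bp from its TSS had log2 ratios of 0.37 in KO1 and -0.55 in KO2 and did not pass (adjusted p = 0.871 from limma). Regions are those of the table, so signal below the threshold of the region calls was not measured.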

*Olig1*, *Olfr456* and *Cdh17* are genes that were minimally or low expressed in WT and untreated KO cells^18^, and showed no H3K4me3 in their promoter regions in the ChIP-seq data set in KO1 and KO2 iMEFs (Supplementary Table S1). This was corroborated in ChIP-qPCR experiments, demonstrating low levels of all three H3K4 methylation states (Fig. 1d, summarized in Supplementary Fig. S1d). Of note, in the HOT treated KO1 and KO2 cells the expression of *Olfr456* and *Cdh17* was upregulated, the latter only in RT-qPCR measurements, but not of *Olig1*^18^*.* Thus, these findings support the concept that H3K4me3 correlates with gene expression and that H3K4 methylation at promoters is broadly affected in response to loss of Ash2l. In contrast, the H3K4me1 pattern was remarkably stable with an increase in regions that carried H3K4me3 modifications suggesting that the loss of tri- and di-methylation resulted in an increase in mono-methylation.

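Most H3K4me1 regions moved little, and those over lost H3K4me3 rose. The quartiles of the log2 ratio over the tested H3K4me1 regions were 0 and 0.62 in KO1 and -0.24 and 0.43 in KO2, and 66.4% of regions had the same sign in both lines. The 13893 regions that overlap lost H3K4me3 had median log2 ratios of 1.02 in KO1 and 0.98 in KO2. The other 64798, which include regions with no H3K4me3, had 0.23 and 0.00. H3K4me3 regions over the read minimum but outside the set lost in both lines overlapped gained H3K4me1 in 58.1% of cases, against 55.5% of lost regions. Most regions outside that set were lost in KO2, where 21768 of 22343 regions were lost, so they did not keep their H3K4me3. Neither contrast therefore separates loss of H3K4me3 from its presence. At promoters outside the strongest gains, H3K4me1 at Nup62, a nuclear pore gene named in the study, rose by a mean log2 ratio of 0.74 (adjusted p = 0.041 from limma), and Sh3pxd2a, which encodes an invadopodia scaffold protein, rose by 1.74 (adjusted p = 9.8e-05 from limma) while its H3K4me3 fell by 2.04. From an H3K4me1 pattern that was largely stable and increased in regions that carried H3K4me3, the paper proposes that the loss of tri- and di-methylation led to more mono-methylation.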

### Gene repression correlates with loss of H3K4me3

We evaluated the correlation between changes in the H3K4 methylation patterns and gene expression. 

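The level of a promoter is its A value, the logarithm of the counts in -HOT and +HOT, and the limits differ between the lines. In KO1, 8820 promoter regions lie above 14 (high), 3176 between 14 and 10 (medium) and 3548 below 10 (low). In KO2, 6436 lie above 19, 6480 between 19 and 12 and 2664 below 12. The median -HOT signal of the high, medium and low regions was 393.8, 120.03 and 17.3 scaled reads in KO1 and 1635.6, 680.2 and 58.4 in KO2. Among the genes named in the study, Hsp90b1, Jade2, Gzf1 and Klf4 have a promoter of high level in both lines, and Cdh3, Flywch2, Rab27a, Atp9a and Mapk12 of medium level in both. Sh3pxd2a is high in KO1 and medium in KO2, and Sp1 low in KO1 and medium in KO2. Since the A value holds the +HOT signal, a promoter that lost much is more often placed in a lower level.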

Promoters were grouped according to low, medium and high H3K4me3 signals (see material and methods section for details; Fig. 1e and Supplementary Fig. S1e). We observed that the fold reduction of H3K4me3 in the high group was the lowest (Fig. 1f, left panel, and Supplementary Fig. S1f). Despite this, these promoters revealed the highest increase in H3K4me1 (Fig. 1f, middle panel, and Supplementary Fig. S1f), supporting the suggestion that the loss of both H3K4me3 and me2 resulted in an increase in H3K4me1, particularly at promoters with very high H3K4me3. 

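Promoters of high level kept more of their H3K4me3 than the pooled medium and low promoters. The median log2 ratio of the high group was -0.85 in KO1 and -1.08 in KO2, which leaves 0.553 and 0.474 of the signal. The medium group had -1.56 and -2.11, and the low group -1.10 and -2.06. With a pseudocount of 5, the low group of KO1 fell less than the high group, with medians of -0.75 and -0.84. The high group lay above the rest by 0.53 in KO1 and 1.02 in KO2 (0.77 ± 0.34, SD, n = 2 lines). Of the study's genes of high level, Gzf1, a zinc finger gene, had a mean log2 ratio of -0.98 and Jade2, a histone acetylation cofactor, of -2.37. At medium level were Rab27a, a GTPase of vesicle transport, with -2.70, Atp9a, a phospholipid flippase, with -2.80, and Mapk12, a p38 kinase, with -2.41. These 5 genes fell in both lines (limma, adjusted p from 1.0e-10 to 0.0169). The order of the medium and low groups turns in both lines when levels are set by 3 equal groups of -HOT signal (medium -1.15 and low -1.26 in KO1, -1.55 and -2.26 in KO2). Each line has 1 library per condition, so the groups were not tested.

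**Figure D4:**
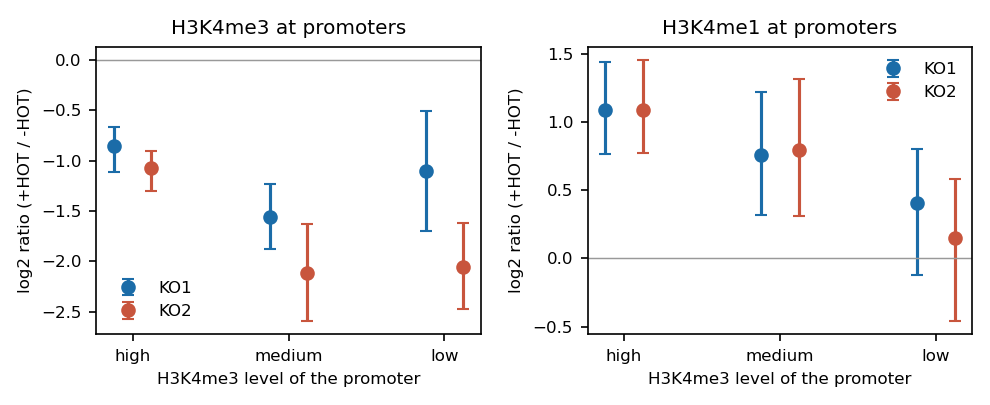
Log2 ratio of +HOT to -HOT (vertical axis) for H3K4me3 (left) and H3K4me1 (right) at promoters of high, medium and low H3K4me3 level (horizontal axis) in KO1 (blue) and KO2 (red). Points are medians over promoters and bars span the quartiles. Without a pseudocount, the high group has the smallest median fall of H3K4me3 in both lines (with a pseudocount of 5, the low group does in KO1), and it has the largest median rise of H3K4me1.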

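H3K4me1 rose most at promoters of high H3K4me3 level in both lines. The median log2 ratio of H3K4me1 at the high group was 1.09 in KO1 and 1.09 in KO2. At the medium group it was 0.76 and 0.80, and at the low group 0.41 and 0.15. The high group lay above the rest by 0.48 and 0.41 (0.45 ± 0.05, SD, n = 2 lines). An H3K4me1 value was found for 8419 high, 2389 medium and 1747 low promoters in KO1, and for 6196, 5206 and 1174 in KO2. With levels set by splitting promoters into 3 equal groups of -HOT signal of the same line, the high and medium groups of KO1 had medians of 1.07 and 1.06, and the high group lay above the rest by 0.27 as a mean of the lines.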

H3K4me1 may then persist as this modification appears to be rather stable (Fig. 1a,b). Also, the genes associated with H3K4me3^high^ promoters were those with the smallest decrease in expression, while those genes with H3K4me3^medium^ and H3K4me3^low^ promoters were downregulated more strongly (Fig. 1f, right panel, and Supplementary Fig. S1f). One interpretation is that H3K4me3^high^ promoters possess, after 5 days of HOT treatment, still sufficient H3K4me3 for being efficiently transcribed and that a certain H3K4me3 threshold is required to maintain accessibility of promoters and thus allow transcription.

This is consistent with promoters of downregulated genes showing the largest decrease in H3K4me3, while the decrease was smaller for the few upregulated genes (Fig. 1g and Supplementary Fig. S1g). At present, it is unclear whether this increase in RNA is due to enhanced transcription or due to stabilization of the RNA as a consequence of the overall repression of gene transcription and thus some secondary effect. Further evaluation may require a system that allows short-term regulation of Ash2l to acquire the ability to study more direct effects of Ash2l loss.

### GC-rich promoters are sensitive to loss of H3K4me3

Two major types of promoters have been classified according to either a focused or a dispersed TSS^70,71^. The former is typically characterized by the presence of a TATA box as a core promoter element. The latter is associated with CpG islands (CGIs) and thus are enriched for GC-rich binding sites. These include the GC box, originally defined as SP1 binding site^72^, and more general sites for SP as well as Krüppel-like factors (KLF)^73–76^. We compared the presence of TATA and GC boxes in promoters of up- and downregulated genes. Downregulated genes were increased for promoters with GC boxes while TATA boxes were reduced (Fig. 2a–c)^64^. As control, CCAAT boxes, which are recognized by TFs such NF-Y and C/EBP^74,77^, were equally distributed between up- and downregulated genes (Fig. 2a). Consistent with these findings was that GC-rich binding sites for SP and KLF transcription factors were also increased in downregulated genes (Fig. 2b and Table 3; full data set in Supplementary Table S2; also available in GEO under accession number GSE205232). For example, 76% and 57% of downregulated genes in KO1 or KO2 cells, respectively, possess Klf4 and SP1 binding sites within their promoter proximal regions supporting the conclusion that GC-rich promoters are preferentially downregulated (Supplementary Table S2). Similarly to SP and KLF sites, CTCF and CTCFL consensus sites were increased, which also have a high GC content (Fig. 2b,c). We note that CTCFL is not expressed in our MEF cells according to the RNA-seq data^18^, consistent with its expression being very low in normal somatic cells^49,51^. Many CTCF and CTCFL binding sites overlap with some marked with H3K4me3 and thus most likely represent promoters^78,79^. Together, GC-rich binding sites were preferentially associated with promoters characterized by high and medium H3K4me3 (Fig. 2c). Additionally, an increase in binding sites for AP1 factors, including JUN and FOS proteins, was observed for upregulated genes (Fig. 2b. Table 3 and Supplementary Table S2). 

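Promoters of high and medium level were richer in GC boxes and CpG dinucleotides and poorer in TATA boxes than promoters of low level. From 1000 bp upstream to 100 bp downstream of the TSS, the share of promoters with a GC box (GGGCGG on either strand) was 84.4% at high, 79.7% at medium and 69.5% at low level in KO1 (95% Wilson intervals 83.6 to 85.1%, 78.3 to 81.2% and 67.6 to 71.2%). In KO2 it was 84.5%, 79.9% and 70.2%. The median ratio of observed to expected CpG was 0.668, 0.550 and 0.455 in KO1 and 0.687, 0.560 and 0.471 in KO2. A TATA box 40 to 20 bp upstream of the TSS was found in 0.746%, 1.36% and 1.94% of promoters in KO1. The 95% intervals of medium (1.00 to 1.85%) and low level (1.47 to 2.56%) overlap there. In KO2 the shares were 0.814%, 1.08% and 2.06%, with intervals of 0.849 to 1.38% at medium and 1.49 to 2.84% at low level. In the authors' deposited table of motif enrichment, all 21 SP and KLF motifs have a p under 0.05 for the high level in both promoter sets tested there, 20 for the medium and 0 for the low. In the authors' deposited table the SP1 motif has p = 8.6e-240 and 4.4e-133 for the high level, KLF4 5.9e-97 and 1.0e-40, and CTCF 1.6e-26 and 4.0e-14, with CTCFL at 2.2e-115 and 4.0e-64. The authors' deposited table has p under 0.05 in both sets for 26 of 30 AP1 motifs at the low level, with FOS at 8.0e-40 and 8.8e-28, and for 4 at the high level. TBP in the authors' deposited table has 6.5e-54 and 7.3e-46 at the low level and 1 at the others. Whether these p-values are adjusted is not given in the sources used here, and they compare promoters, not replicates.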

Finally, in support of the association of GC boxes with repressed genes, the majority of downregulated genes are controlled by CGI promoters, while only few CGIs are linked to upregulated genes (Fig. 2d). Together these findings suggest that the consequences of a loss of Ash2l and thus of H3K4 methyltransferase activity, are particularly pronounced at CGI promoters.

**Figure 2:**
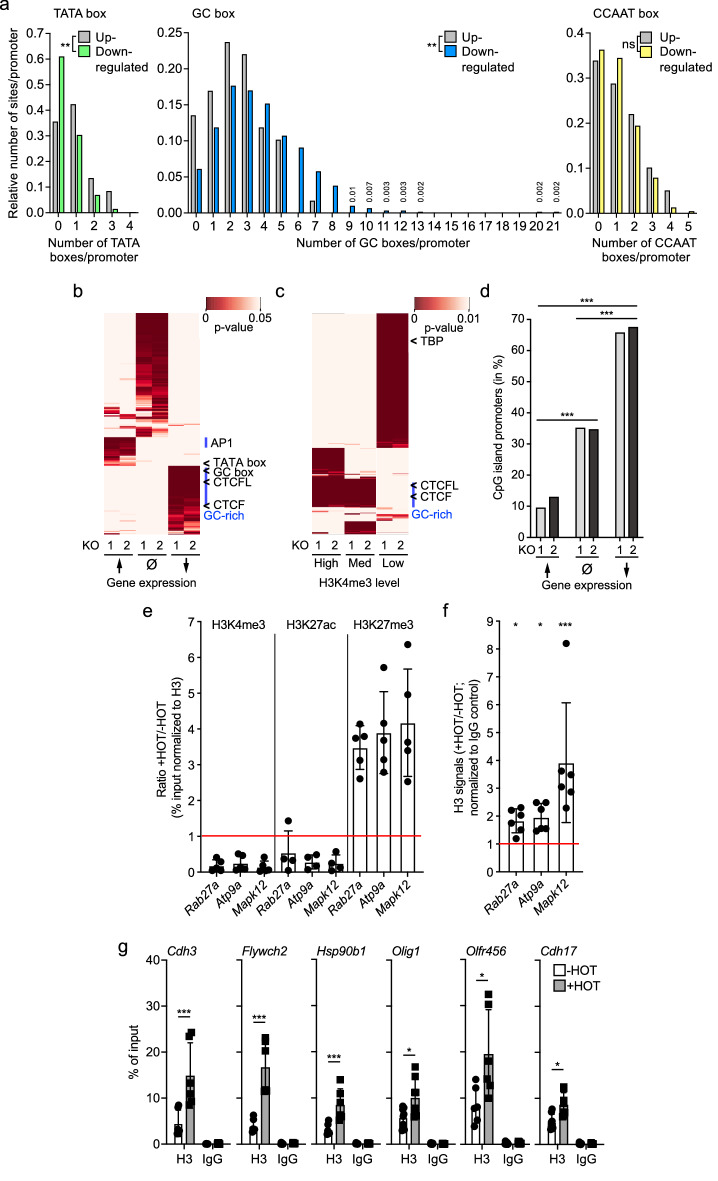
CpG island promoters are preferentially affected upon Ash2l loss. (**a**) The presence of TATA, GC and CCAAT boxes in promoter region of genes (-1000 to + 100 bp) that were up- or downregulated. Kolmogorov–Smirnov test: ** < 0.01; ns, not significant. (**b**) Putative transcription factor binding sites in promoters of up- or downregulated genes and of genes that did not show significant changes in expression (Ø). Indicated are the TATA box and the GC box and areas in which binding sites for AP1 proteins (AP1) and factors that interact with GC-rich sequences (GC) are preferentially found. Moreover, CTCF and CTCFL binding sites are indicated. (**c**) Putative transcription factor binding sites of promoters with high, medium, or low H3K4me3. Indicated sites are as described in panel (**b**). (**d**) Indicated are the percentage of CpG island promoters of genes that are up- or downregulated or unaffected in KO1 and KO2 cells in response to Ash2l loss (upregulated: 176 genes in KO1 and 206 genes in KO2; downregulated: 1118 genes in KO1 and 1600 genes in KO2; not changed: 35,911 genes in KO1 and 35,399 in KO2). Chi-square with Yates correction, two tailed: *** < 0.001. (**e**,**f**) Three genes with promoters characterized by strong CGIs were analyzed for the presence of the indicated histone marks (panel **e**) and H3 occupancy (panel **f**) using ChIP-qPCR of KO2 cells treated ± HOT for 5 days. Mean values ± SD (n = 4–6) are given (* < 0.05, *** < 0.001). (**g**) Histone H3 ChIP-qPCR of promoter regions of the indicated genes in iMEF KO2 cells treated ± HOT for 5 days. Rabbit IgG served as control. Mean values ± SD (n = 6) are given (* < 0.05, ** < 0.01, *** < 0.001).

**Table 3:** Transcription factor binding sites associated with up- and downregulated genes.

Group	Name	Down in KO1	No change in KO1	Up in KO1	Down in KO2	No change in KO2	Up in KO2
KLF	KLF1-6, 9-12, 16, 15-17	#	ns	ns	#	ns	ns
SP	SP1-4, 8-9	#	ns	ns	#	ns	ns
CTCF, CTCFL	CTCF, CTCFL	#	ns	ns	#	ns	ns
ZNF	ZNF148, ZNF449, ZNF16, ZNF423, ZNF263, ZNF740, ZNF460, ZNF682, ZNF684, ZNF281	#	ns	ns	#	ns	ns
JUN	JUN, JUNB, JUND	ns	ns	#	ns	ns	#
MAF	MAFB	ns	ns	#	ns	ns	#
FOS	FOS, FOS 1	ns	ns	#	ns	ns	#
BATF	BATF	ns	ns	#	ns	ns	#

^#^p < 0.05; ns, not significant (TF binding sites are not significantly enriched).

### Ash2l loss affects promoter associated histone H3 loading and histone marks

H3K4me3 correlates with promoter accessibility and transcription^5,7^. Thus, loss of H3K4me3 may result in less accessible, and thus potentially more compacted chromatin at promoters. We chose the six genes analyzed above (Fig. 1d and Supplementary Fig. S1d). In addition, three genes were selected with strong CGI promoters (*Rab27a*, *Atp9a* and *Mapk12*), which lost H3K4me3 upon *Ash2l* KO (Fig. 2e). The level of histone H3 at promoters was assessed using ChIP-qPCR (for a summary of changes in H3K4me3 and expression upon HOT treatment, see Supplementary Fig. S1d). The H3 ChIP signal in the *Ash2l* KO samples increased at all 9 promoters upon Ash2l loss (Fig. 2f,g). In addition, we observed a decrease of H3K27ac and an increase in H3K27me3 at the majority of the promoters (Fig. 2e and Supplementary Fig. S2). In support for less accessible chromatin, H3K9ac was decreased (Supplementary Fig. S2). Finally, we measured H3K79me2/3, enriched in the transcribed regions of active genes and with functions in the response to DNA damage^80^, and H4K20me2, associated with DNA repair^81^, which were largely unchanged at the evaluated promoters (Supplementary Fig. S2). The impact on modification of H3K27 may relate to observations that KMT2 complexes have been reported to be associated with KDM6/UTX enzymes, which demethylate H3K27, and CBP/p300, which acetylate H3K27^20,82–84^, thus supporting the strong interplay of H3K4 and H3K27 marks^9^. Together, these findings suggest that the loss of Ash2l results in less accessible chromatin at promoters and a shift from activating to repressing chromatin marks, which is particularly evident at CGI promoters.

### Decreased chromatin accessibility upon loss of Ash2l

To further evaluate a possible chromatin compaction upon Ash2l loss, we performed ATAC-seq experiments at day seven of HOT treatment. These revealed the expected pattern of nucleosome-free regions, mono-nucleosomes, di-nucleosomes and larger fragments (Supplementary Fig. S3a). The significantly changed sites upon loss of Ash2l (q < 0.05; log2FC > 0.40), 15,087 sites gained and 11,961 sites lost accessibility, were analyzed regarding their location (Supplementary Table S3; also available in GEO under accession number GSE205230). We compared the accessibility of promoter regions (± 3 kb) to intra- and intergenic regions of the genome. The gained accessibility was preferentially in the intra- and intergenic regions (Fig. 3a). Considering that a 6000 bp region of 37,205 promoters was analyzed, which represents roughly 8.3% of the murine genome, the gained sites were slightly underrepresented at promoters (4.6% of total gained sites when assuming one site/6 kb fragment). Lost accessibility was predominantly near promoters (34.6% of total lost sites). Thus, they were 4.5-fold more abundant than expected, suggesting that promoter regions were preferentially less accessible upon Ash2l loss (Fig. 3a,b). Although it has been argued that the promoters of transcribed compared to silent genes are more accessible, only few studies have provided evidence for a link to H3K4me3. In two distinct experimental systems, murine myogenesis and embryogenesis in Xenopus, H3K4me3 signals correlate with accessibility by ATAC-seq analysis, but because the histone mark was not manipulated functional links were not established^85,86^. Thus, our findings suggest that the loss of H3K4me3 compromises promoter accessibility. We note that the time frame in our experimental system is rather long and only when short term regulation of this histone mark will be achieved, conclusions about potentially direct consequences might become possible.

**Figure 3:**
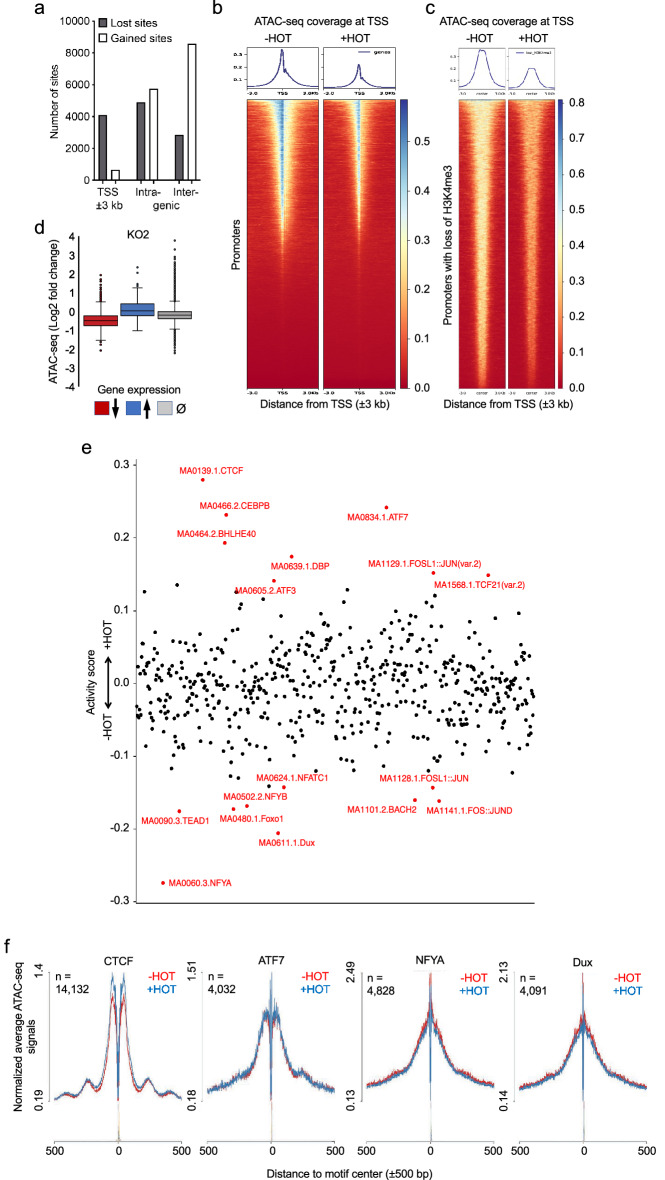
Ash2l loss induces chromatin compaction. (**a**) Lost and gained ATAC sites as defined after differential analysis using Deseq2 (q < 0.05; log2FC > 0.4) were analyzed at promoters (± 3000 bp of TSS), and in intra- and intergenic regions. (**b**) Heatmaps generated using DeepTools showing normalized ATAC-seq signals (normalized using counts per million (CPM)) in the presence and absence of Ash2l (± HOT) at all annotated transcripts in mm9 (± 3000 bp of TSS). (**c**) Heatmaps comparing chromatin accessibility by ATAC of promoters that lost H3K4me3 in the presence or absence of Ash2l (± HOT). (**d**) The promoters of genes that are up- or downregulated or did not change in expression in response to ± HOT treatment were evaluated regarding their accessibility in the ATAC-seq approach. (**e**) Transcription factors (TFs) footprinting and their differential analysis in the ATAC-seq data set were performed using RGT-HINT. In red are TFs with more than 1000 binding sites with altered accessibility (q < 0.05). A summary of these sites is given in Supplementary Table S4. (**f**) Line plots for two TFs showing lost activity (increased binding of CTCF and ATF7) and two TFs with gained activity (decreased binding of NFYA and Dux) upon Ash2l loss in KO2 as defined in panel (**e**).

Altered accessibility was particularly obvious just upstream of the TSS, a region that is typically nucleosome-depleted when genes are transcribed^87–89^. Therefore, we addressed whether an increase in mono-nucleosomes close to the TSS can be detected when a smaller region encompassing ± 600 bp is evaluated (Supplementary Fig. S3b). This revealed that the overall accessibility in this small chromatin window was reduced but we did not observe a significant increase in positioned nucleosomes at or just upstream of the TSS. We then analyzed the promoters of downregulated genes, which might be affected more strongly, however, the effect of Ash2l loss was similar with a decrease of the overall accessibility (Supplementary Fig. S3b). Further comparison of the different data sets documented that chromatin regions with H3K4me3 loss became compacted (Fig. 3c). Finally, chromatin compaction was most prominent at promoters of downregulated genes (Fig. 3d). Together, the increased compaction at promoters upon Ash2l loss was consistent with an increase in H3 signals, and thus likely due to increased nucleosome loading. However, a well-positioned nucleosome just upstream of the TSS^87^, which we expected to result in a distinct pattern of ATAC-seq signals, could not be visualized. Whether this is due to not fully established changes in chromatin organization at the chosen time point and/or due to variability in the position of postulated upstream nucleosomes relative to the TSS, remains to be determined.

To evaluate whether the observed alterations in the accessibility of DNA were associated with distinct DNA motifs, the ATAC fragments were screened for transcription factor (TF) binding sites. We noticed that a few sites were strongly linked to altered accessibility (Fig. 3e). For further analysis, we concentrated on those sites that showed significantly changed activity upon Ash2l loss (p < 0.05) and, in addition, for which at least 1000 binding sites were observed in our ATAC-seq data set. At this stringency, we identified 8 TF binding motifs that gained and 9 that lost occupancy (Fig. 3e and Supplementary Table S4; also available in GEO under accession number GSE205230). Of those TF motifs that significantly gained binding activity, CTCF sites were affected most profoundly. CTCF binds to GC-rich sequences, which are associated with downregulated genes (Fig. 2a–c), and has major functions as transcriptional regulator and in higher-order chromatin organization^49,50^. Alterations of activity were identified for 14,132 sites in the ATAC-seq data set (Fig. 3f and Supplementary Table S4). Overall, higher sequence coverage was observed on both sides of CTCF consensus DNA binding sequences (Fig. 3f). For comparison, increased binding to ATF7 consensus sites, and decreased binding to NFYA and Dux consensus sites are displayed, which showed weakly altered protection compared to CTCF (Fig. 3e,f). Moreover, the analysis of the neighboring regions of the CTCF consensus motif suggested that the positioning of both the − 1 and + 1 nucleosomes was enhanced (Fig. 3f). Well positioned nucleosomes flanking CTCF sites have been noted previously^90–93^. This suggested that the altered accessibility of chromatin was linked to relatively few known TF binding motifs.

### Binding of CTCF to core promoters is reduced upon Ash2l loss

Because of the effects related to CTCF binding site motifs in our ATAC-seq data, we performed CTCF ChIP-seq experiments of control and 7 day HOT treated cells in replicates. We identified a total of 101,513 binding sites (Fig. 4a and Supplementary Table S5; also available in GEO under accession number GSE205231), which is in the same order of magnitude as reported by others. For example, when the CTCF occupancy landscape in 40 different human cell lines was determined, an average of 61,944 sites and a total of 107,295 sites across the different cell lines were detected^94^. Moreover, in murine cells two- to threefold more CTCF sites were noticed when compared to human cells^95^. Of those sites that showed altered binding upon knockout of *Ash2l* (q < 0.05; log2FC > 1), a loss was observed at 719 and a gain at 1682 binding sites (Supplementary Table S5). Of note was that most of the losses were located in promoter regions (TSS ± 3000 bp) (Fig. 4b). When we further subdivided the ± 3000 bp window, we observed that lost binding sites were enriched close to the TSS in the ± 1000 bp window and their numbers decreased with increasing distance to the TSS, consistent with the ATAC-seq data (Fig. 4c). Compared to a statistically distributed change in CTCF binding sites, we observed a 10.2- and 19.6-fold increase in lost CTCF binding sites in the ± 3000 and ± 1000 promoter window, respectively. Thus, the loss of CTCF binding was even more pronounced than the effect on accessibility measured by ATAC-seq (see above). For verification, the differential occupancy of CTCF sites in response to Ash2l loss at different genomic locations, as determined by ChIP-seq, was measured in independent ChIP-qPCR experiments (Fig. 4d and Supplementary Fig. S4a). At 7 distinct loci, 2 unaffected, 2 with increased and 3 with reduced CTCF binding in the ChIP-seq data set, the alterations were reproducible. Our findings are consistent with previous notions that CTCF binding is in competition to a fragile nucleosome close to the TSS^96,97^, and with occupation of promoter-linked CTCFL sites being negatively correlated with H3 loading^79^.

**Figure 4:**
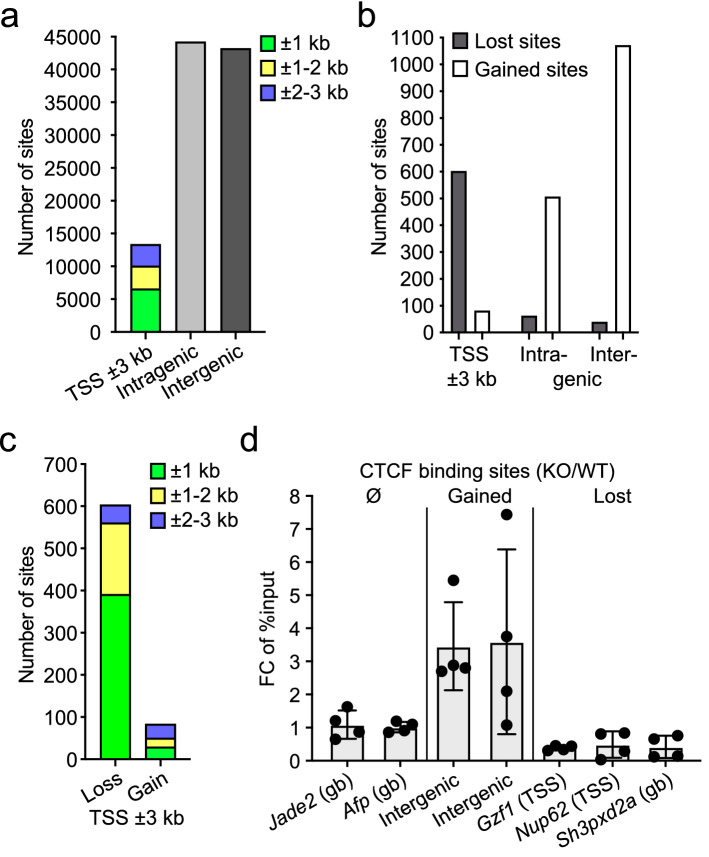
The accessibility of CTCF binding sites is altered in response to Ash2l loss. (**a**) ChIP-seq analysis of KO2 cells (2 replicates) treated for 7 days ± HOT. All detected CTCF binding sites in -HOT and + HOT treated cells were grouped to promoter (TSS ± 3000 bp), intragenic and intergenic regions. (**b**) Lost and gained CTCF binding sites as defined after differential analysis using Deseq2 (q < 0.05; logFC > 1) of the three regions indicated as in panel (**a**). (**c**) Lost and gained CTCF peaks near the TSS. The region is divided into three intervals on both sides of the TSS, until 1 kb, from 1–2 kb and from 2–3 kb. (**d**) CTCF ChIP-qPCR of loci that gained or lost binding or were unaffected. The relevant genes are indicated. The intergenic sites (left) are on chromosome 8 (Chr8:3,955,70-3,956,485) and on 12 (Chr12: 89,947,682-89,948,082) (left and right bar, respectively).

Next, we compared the CTCF binding sites that were gained/lost upon Ash2l depletion with the set of up-/downregulated genes^18^. Although a small number of downregulated genes lost CTCF binding in their promoter regions, the majority of lost CTCF sites were not associated with the promoters of significantly downregulated genes (Supplementary Fig. S4b). This suggested that the loss of CTCF binding at promoters is unlikely to play a major direct role in gene repression upon Ash2l loss. The intersection of CTCF gained peaks and upregulated genes with the other two groups was minimal (Supplementary Fig. S4b). Thus, also the upregulated genes were unlikely to be main targets of CTCF. Furthermore, we compared our CTCF ChIP-seq data set with annotated enhancers in MEF cells^65^. Of note was that at enhancers decreased CTCF binding was observed (Supplementary Fig. S4c). Although the number of significantly altered CTCF binding sites was low, their reorganization may affect clustering of transcriptional regulators, thereby modulating gene expression^98^.

Because CTCF binding sites are associated with topologically associating domain (TAD) boundaries^49^, we compared our CTCF ChIP-seq data set with TAD boundaries that were determined in mouse embryonic stem cells (mESCs)^60^, as no defined positions of annotated TAD boundaries for MEFs were available. Therefore, this comparison has to be interpreted with caution. We found that both gained and lost CTCF peaks were associated with potential TADs in MEF cells (Supplementary Fig. S4d). Of the gained peaks, 13% overlap with TADs, while of the lost peaks 30% are TAD associated. This suggested that higher-order chromatin organization was affected upon Ash2l loss. Considering that 15% of CTCF are residing at TAD boundaries^60,99^, these numbers are compatible with this interpretation. Together, these findings suggest that altered CTCF binding sites are linked to chromatin organization, and thus may affect gene expression indirectly, rather than to regulatory functions proximal to promoters.

### The role of H3K4me3 in reorganizing active CTCF binding sites in *Ash2l*-KO MEF cells

To further compare the different data sets, we used the 1682 CTCF binding sites that gained binding in response to Ash2l loss in the ChIP-seq experiments and asked how this increased binding affected the neighboring chromatin. We observed increased accessibility around the CTCF binding sites (Fig. 5a). This was found for sites near the promoter (TSS ± 3000 bp) and also for intragenic and intergenic sites. When lost CTCF binding sites were analyzed, reduced accessibility was noted in the promoter regions (Fig. 5b), consistent with the overall decrease in promoter accessibility. Similar tendencies were noted for the lost sites in intragenic regions, but not for intergenic regions, although the number of affected sites was small in both intra- and intergenic regions. Finally, we compared the lost and gained CTCF sites regarding colocalized H3K4me3 signals. As the lost sites are predominantly near promoters (Fig. 4b), we expected a decrease in H3K4me3. Indeed, this was observed (Fig. 5c). In contrast, the gained sites, which are predominantly intra- and intergenic, showed very low H3K4me3 signal that did not change upon Ash2l loss (Fig. 5c). These findings suggest that CTCF dissociates after Ash2l and H3K4me3 loss from core promoter regions and may redistribute to more accessible intergenic sites. Whether this is a direct consequence of H3K4me3 depletion and chromatin compaction needs to be further investigated.

**Figure 5:**
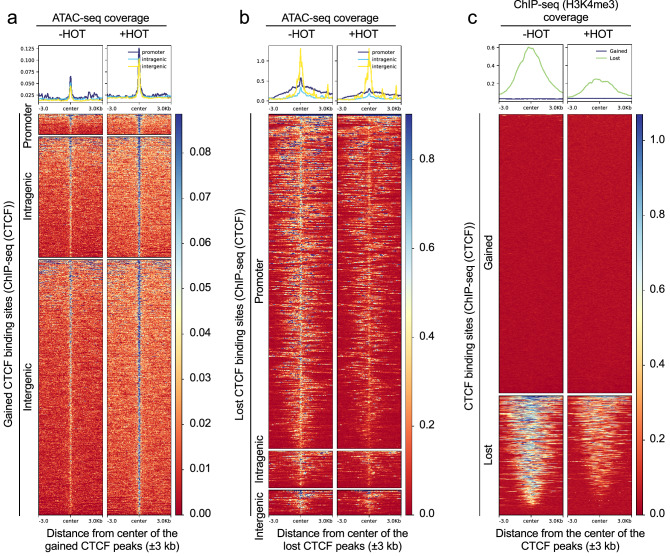
Loss of CTCF peaks at promoters is accompanied by a loss of H3K4me3 and an increased chromatin compaction. (**a**) Heatmaps showing the normalized ATAC-seq signals centered at gained CTCF binding sites (q < 0.05; logFC > 1) grouped to promoters (± 3000 bp of TSS), and intra- and intergenic regions. (**b**) Heatmaps showing the normalized ATAC-seq signals centered at lost CTCF bindings sites as in panel (**a**). (**c**) Heatmaps showing the normalized H3K4me3 signals centered at gained and lost CTCF binding sites (q < 0.05; log2FC > 1; ± 3000 bp).

## Conclusions

Our findings suggest that Ash2l loss and concomitant reduction in H3K4 methylation results in chromatin compaction. This is exemplified by the increased histone H3 ChIP-qPCR signals at selective promoters and the overall decreased accessibility of promoters in the ATAC-seq experiments. This is consistent with the observation that active TSSs are preferentially found in open chromatin^102^. It also results in a redistribution of CTCF binding from promoters to intergenic sites, which suggests that higher-order chromatin organization may be affected by Ash2l loss. Although these findings correlate with altered H3K4 methylation, it is not understood whether the loss of H3K4me3 at promoters is necessary for the local reduced chromatin accessibility. Multiple H3K4me3 readers have been identified, which include protein complexes with histone acetyltransferase and chromatin remodeling activity^7,103–105^. Thus, the loss of H3K4me3 may cause direct effects on the accessibility of chromatin at promoters. However, it is important to note that Ash2l is an abundant protein. The analysis in HeLa cells suggests that Ash2l is considerably more abundant than all KMT2 subunits together^106^. It is possible that Ash2l possesses additional functions that do not rely on KMT2 complex activities and thus may be independent of H3K4 methylation. Future work will need to address whether so far unknown functions can be attributed to Ash2l. This will be important to clarify the contribution of H3K4 methylation to the complex phenotypes associated with Ash2l loss. Such studies will also be useful in further defining the functions of H3K4me3, in particular regarding the discussion whether this histone mark is a determinant of initiation of gene transcription or a consequence of gene transcription, for example by facilitating polymerase reinitiating and/or effects on RNA processing.

The biological responses to loss of Ash2l and H3K4 methylation are consistent with the broad effects on promoters and gene transcription. The knockout of *Ash2l* in mice in hematopoietic cells results in the accumulation of so-called LSK (lin^−^Sca1^+^Kit^+^) cells in the bone marrow. LSK cells are highly enriched in hematopoietic stem and multi-potent progenitor cells. Importantly, these cells are unable to differentiate, both in vivo and in tissue culture, and as a consequence essential mature hematopoietic cells are lacking in the animals^15^. These LSK cells accumulate over several days with strongly reduced overall H3K4me3. Thus, we suppose that the decrease in H3K4me3, most likely at promoters, results in the inability of the cells to adapt their gene expression programs for efficient differentiation. This is consistent with the above discussed functions of this histone mark as a modification that allows gene activation. While the LSK cells are arrested in G2/M, the MEF cells, both KO1 and KO2, do not respond by accumulating at a defined cell cycle stage^18^. Nevertheless, these cells stop proliferating. Phenotypically, the cells appear senescent. This is somewhat unexpected as senescence requires typically the activation of a specific gene expression program, which includes SASP (senescence-associated secretory phenotype)^107,108^. Indeed, SASP gene activation could not been observed, consistent with the broad loss of H3K4me3 at promoters. Instead, a set of downregulated genes is associated with senescence^18^. Thus, we suspect that the upregulation of SASP genes is similarly impaired as differentiation-associated genes in LSK cells. Together, these findings support the notion that H3K4me3 is important for de novo gene activation.

## Supplementary Information

Supplementary Information.

## Data Availability

Supplementary Tables S1–S5 containing ChIP-seq and ATAC-seq analyses have been deposited in Gene Expression Omnibus as SuperSeries under accession number GSE205233. This SuperSeries is composed of the following sub-series: 1. Accession number GSE205232 for ChIP-seq (H3K4me1, H3K4me3). 2. Accession number GSE205230 for ATAC-seq. 3. Accession number GSE205231 for ChIP-seq (CTCF). To review GEO accession GSE205233: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205233. Three SubSeries that are linked to GSE205233: ATAC-seq: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205230; ChIP-seq (CTCF): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205231; ChIP-seq (H3K4me1, me3): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205232.

How the deposited data were processed for this re-analysis (not part of the article)

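H3K4me3 and H3K4me1 ChIP-seq was analysed in 2 immortalized mouse embryo fibroblast lines, KO1 (iMEF1) and KO2 (iMEF2), treated with HOT to delete exon 4 of Ash2l. Of 20 libraries, the 8 of KO cells were used, 4 per mark. The 8 WT and 4 input libraries were not used here. According to the paper, reads were trimmed with Trim_Galore, aligned to mm9 with BWA, sorted with SAMtools and freed of duplicates with Picard, regions were called with Macs2 and annotated with Homer, and counts were scaled to the lowest coverage. The deposited signal values are read counts per region that the authors scaled to the lowest coverage within each line. The deposited p-values of motif enrichment were computed by the authors with RGT from JASPAR and EPD motifs in promoters, and whether they were corrected is not stated in the sources used here. Analysed were the signal values, with the authors' annotation, lists of lost and gained regions, lists of promoters by level and tables of motif enrichment. The deposited log2FC column of KO1 for H3K4me3 equals the ratio before scaling, so ratios were computed from the value columns in both lines.

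The design has 1 library per mark, line and condition. The line is the replicate and the pair, since -HOT and +HOT of a line were scaled together. Regions with more than 20 reads in -HOT or +HOT of both lines were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with the line as a block, and adjusted by Benjamini-Hochberg to a threshold of 0.05. With the mean of each condition over the lines removed, the correlation across regions between the -HOT and +HOT libraries of the same line was 0.587 for H3K4me3 and 0.580 for H3K4me1. For H3K4me3 limma gave 1 standard error to all regions, because its estimate of the prior degrees of freedom was infinite. In addition, regions were counted as lost or gained at the study's thresholds of a log2 ratio beyond 0.58 and more than 20 reads. That the reads were required in the higher of -HOT and +HOT is a choice made here, and both conditions passing the minimum was an alternative.

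The test was checked on simulated data with 200 changed regions and a spread of 0.2 (SD, log2). The simulation differs from the data: most of its regions were unchanged, both lines had the same change, and +HOT counts followed the -HOT depth. Its spread was set and not estimated, while the standard error of the real H3K4me3 regions was 0.391. The counts below therefore describe the simulation and give no error rate for these libraries. All 49 and 50 H3K4me3 regions and all 45 and 50 H3K4me1 regions changed by -2 and 2 were called. At changes of -1 and 1, 38 of 47 and 43 of 50 H3K4me3 regions and 16 of 43 and 16 of 50 H3K4me1 regions were called. Of unchanged regions, 20 of 15817 and 40 of 72097 were called. The median was 37 to 512 reads per H3K4me3 region and 32 to 42 per H3K4me1 region.

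Promoter regions lie within 3000 bp of a TSS, by the authors' annotation for H3K4me3 and by GENCODE for mm9 for H3K4me1. Of the authors' H3K4me3 promoter regions, 97.6% lie within 3000 bp of a GENCODE TSS, and 83.9% have the same gene name. A gene's promoter region is its annotated region with the highest mean -HOT signal. For each of 22 gene lists, fixed before the data were examined, the members that passed limma were counted, with adjustment over all regions and over the list alone, and the list's median was placed among those of 10000 random lists matched on signal in 20 bins. The named genes are those the paper names, up to 8 promoter regions per direction with the largest change among those with at least 100 reads in the higher condition of both lines that passed and moved alike in both, and the lowest, highest and median members of each list. For many lists only some of these 3 are given in the text, a choice made after the values were seen, and 1 of them is not reported here. Levels follow the authors' lists. Sequence from 1000 bp upstream to 100 bp downstream of the TSS was read from the mm9 reference.

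The alternatives were another pseudocount, read minimum, log2 threshold, distance to the TSS, overlap, region per gene and definition of level, no block, scaling to a median log2 ratio of 0, limma with a trend, and each line alone. edgeR 4.0.16 on the recovered reads, the deposited log2FC column and a minimum of at least 20 reads in both conditions were added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.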

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

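The tests of the difference between the lines and the test in the 4 bins of higher GC content were chosen only after the result was seen. At a log2 ratio beyond 0.58 and more than 20 reads in the higher of -HOT and +HOT, 16 H3K4me3 regions and 834 H3K4me1 regions were lost in 1 line and gained in the other (3 and 224 with more than 20 reads in both conditions), a difference that was not tested, with 1 library per line and condition.

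H3K4me3 fell more in KO2 than in KO1. A single scaling factor for a whole library would shift all regions alike, but the medians of the KO2 minus KO1 log2 ratio over 10 bins of -HOT signal span 0.76. Background reads, which may take a larger share of the shallower KO1 libraries, would leave little difference at the strongest regions, where the median was still -0.32. The tables argue against each of these as the whole cause. A combination of both, and a difference between the lines in the extent of Ash2l loss, stay open and were not tested.

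Promoters of high H3K4me3 level lost less than the pooled medium and low promoters. Levels set from the values that also make the ratio could give this by regression to the mean, but with levels from the -HOT value of the other line the high group still lay above the rest by 0.37 in the line with the smaller difference. Within 5 bins of GC content the smallest difference was 0.41. That test used the authors' levels, which hold the +HOT signal and place promoters that lost much in lower levels within any bin. It therefore does not decide on GC content, which stays open. Saturation of strong regions by removal of duplicate reads was not tested and stays open, as does a biological difference between promoter classes.

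H3K4me1 rose at regions that overlap lost H3K4me3. Scaling of the libraries would move all H3K4me1 regions alike, but these regions lay above the others by 0.78 in the line with the smaller difference. GC content could account for the difference in the lowest of 5 bins of GC content, where it was 0.17 (595 of 13893 regions). In the other 4 bins the smallest difference was 0.44, which argues against GC content as the whole cause there. H3K4me3 regions over the read minimum but outside the set lost in both lines overlapped gained H3K4me1 in 58.1% of cases, against 55.5% of lost regions. Most regions outside that set were lost in KO2, so they did not keep their H3K4me3. Neither this comparison nor that with all other regions therefore separates loss of H3K4me3 from its presence. No biological explanation was tested.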

How the results depend on the processing

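The edgeR fits, the deposited log2FC column and the minimum of at least 20 reads in both conditions were chosen only after the result was seen. Over 173 results and 371 alternatives (366 of them planned), 328 kept their direction and their side of the threshold or stayed within the limit for a count, 3 no longer passed the test, 16 passed it where the reported value did not, 15 values or counts went beyond that limit and 9 genes turned direction. The 15 beyond the limit all belong to region counts, shares at promoters, overlaps and differences between levels. At many genes the region nearest the TSS was the region already used, so that alternative could not differ. For gene lists and single genes the tally holds only another pseudocount and the region nearest the TSS. Scaling to a median log2 ratio of 0 was left out of it for these. With that scaling, H3K4me3 fell at 1 ribosomal protein gene and rose at 20, against 28 and 0 in the main fit. It fell at 3 DNA replication and cell cycle genes and rose at 1, against 44 and 0. All 4 endothelial markers still fell. For these reasons the 328 overstate how stable the results are. Without the line as a block, limma called 0 H3K4me3 regions (679 at an unadjusted p under 0.05, against 15241 by edgeR with the block) and 5113 H3K4me1 regions, since the difference between the lines then counts as noise. Scaled to a median log2 ratio of 0, 5263 H3K4me3 regions changed and 2513 were lost in both lines. With no read minimum, 5281 H3K4me1 regions changed. At a log2 ratio of 1, 8805 regions lost H3K4me3, 6491 gained H3K4me1, 2478 lost H3K4me3 regions overlapped gained H3K4me1, and 77.8% of lost regions lay at promoters. Within 1000 bp of a TSS this share was 76.1%. With each line alone, 14278 to 21768 regions lost H3K4me3, 17285 to 26203 gained H3K4me1 and the share at promoters was 70.6 to 83.7%, as a single line has no second line to pass. For limma, 1 pair leaves no residual degrees of freedom, so no such value was computed. With levels set from -HOT signal of the same line or of the other, H3K4me1 at the high group lay above the rest by 0.27 and 0.26. Requiring a mean log2 ratio beyond 0.58 removed no called region and says nothing about stability. With the region nearest the TSS, the H3K4me1 log2 ratio turned direction at Atf3 (2.65), B2m (-0.00068), Ccne1 (3.06), Eed (2.16), Kdm1a (1.45), Kdm2b (2.46), Nme2 (1.47), Smc3 (3.17) and Ywhaz (0.64). For the other results named here the cause was not tested. Depth limits both marks, with a median of 32 to 42 reads per H3K4me1 region and of 37 per H3K4me3 region in +HOT of KO1.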

Differences from the paper's values

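The deposited log2FC column and the minimum of at least 20 reads in both conditions were chosen only after the values were seen. A count is called within the paper's value below where neither is more than 1.5 times the other, and for an upper bound where it is not more than 1.5 times the bound. H3K4me1 was lost in both lines at 1953 regions, and the paper's value is fewer than 600. Of the alternatives set before the data were examined, more than 20 reads in both -HOT and +HOT (563), a log2 ratio of 1 (258) and more than 50 reads (277) came within the paper's value, while more than 10 reads (4499), the median scaling (3316) and each line alone (6574 and 12840) did not. At least 20 reads in both conditions, chosen after seeing the values, gave 620 and dropped 1 of the 597 regions on the authors' list, since 596 of them were called.

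Promoters of low H3K4me3 level in KO2 numbered 2664 on the authors' list, and about 6700 in Fig. 1e, read by eye. Beside the 6436 high and 6480 medium promoters on the authors' lists, about 6700 low ones would exceed the 15584 promoter regions. No alternative was set for this count.

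H3K4me3 was lost in KO1 only at 64 regions, and at about 120 in Fig. 1a, read by eye. A log2 ratio of 1 (85) and more than 10 reads (118) came within the paper's value, while more than 50 reads (18), more than 20 reads in both conditions (62) and the median scaling (1260) did not. H3K4me3 was lost in KO2 only at 7554 regions, and at about 3700 in Fig. 1a, read by eye. More than 20 reads in both conditions (5231) and the median scaling (3237) came within the paper's value, while a log2 ratio of 1 (10114), more than 10 reads (5871) and more than 50 reads (7034) did not. The deposited log2FC column with more than 20 reads in both conditions, chosen after seeing the values, gave 124 and 3768, and 12799 regions lost in both lines, the paper's value, which are all of those on the authors' list. At least 20 reads in both conditions, chosen after seeing the values, gave 8052 regions that gained H3K4me1 in both lines, the paper's value and all of those on the authors' list. In the authors' lists, 6944 gained H3K4me1 regions overlap lost H3K4me3, which matches the number printed in Fig. 1a.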

Other observations

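By limma at an adjusted p under 0.05, 14 of 20 KMT2 complex subunits fell (13 when adjusted over the list alone, 4 higher and 0 lower relative to the median of all regions), among them Setd1b with a mean log2 ratio of -1.37 and Men1 with -0.88, while Kmt2c had -0.61 and did not pass. Of 5 H3K4 demethylases 2 fell (2 over the list alone, 3 higher and 0 lower relative to the median), with the list at percentiles 99.4 and 99.8 of random lists, Kdm2b at -1.75, and Kdm5c at -0.42, which did not pass. Of 9 H3K27 regulators 6 fell (6 over the list alone, 1 higher and 0 lower relative to the median), such as Ezh2 with -1.37 and Suz12 with -0.91, while Ep300 had -0.60 and did not pass. Of 23 SP and KLF factors 19 fell (19 over the list alone, 3 higher and 3 lower relative to the median), led by Klf5 with -2.70, and Klf6 had -0.25 and did not pass, while the region nearest its TSS fell (-1.49). Of 14 AP1 factors 12 fell (12 over the list alone, 1 higher and 3 lower relative to the median), led by Fosb with -2.58, with the list at percentiles 0.65 and 0.15, while Fosl2 had -0.52 and did not pass. Of 10 CTCF and cohesin genes 6 fell (6 over the list alone, 2 higher and 0 lower relative to the median), such as Smc1a with -1.17, while Mau2 had -0.54 and did not pass. Of 19 Hox genes 14 fell (13 over the list alone, 5 higher and 0 lower relative to the median), led by Hoxa4 with -1.90. Hoxd9 is among these 14 (mean log2 ratio -1.13), although its lines went opposite ways, with 0.15 in KO1 and -2.42 in KO2. Hoxd13 had -0.46 and did not pass (-0.82 at the region nearest its TSS, which fell). Of 21 ER chaperone and unfolded protein response genes 12 fell (10 over the list alone, 5 higher and 0 lower relative to the median), led by Sdf2l1 with -1.60, while P4hb had -0.62 and did not pass (-1.12 at the region nearest its TSS, which fell). All 12 tested genes of those the paper names fell (12 over the list alone, 0 higher and 7 lower relative to the median), a list the study chose on these samples, which is not independent evidence. For H3K4me3, none of these lists had a gene that rose. The KMT2 subunits lay at percentiles 41.35 in KO1 and 65.22 in KO2 of random lists, and H3K27 regulators at 39.08 and 25.41. SP and KLF factors lay at 7.18 and 12.35, and CTCF and cohesin genes at 95.34 and 68.37. Hox genes lay at 98.9 and 47.68, ER genes at 63.64 and 88.98, and the genes the paper names at 0 and 0.83.

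Markers of other cell types with a tested region lost H3K4me3 as well. All 7 epithelial (0 higher and 3 lower relative to the median), 3 haematopoietic (0 and 1), 4 endothelial (0 and 4), 8 neural (0 and 3), 1 skeletal muscle (0 and 1) and 2 embryonic stem cell markers (0 and 0) fell by limma, and as many when adjusted over each list alone. Examples are the epithelial cadherin gene Cdh1 with a mean log2 ratio of -1.94, Coro1a with -2.12, the VEGF receptor gene Kdr with -2.69, Pax6 with -1.82, Myf6 with -2.53 and Esrrb with -1.84. Among random lists of like signal, the H3K4me3 median of epithelial markers lay at percentiles 50.88 in KO1 and 69.57 in KO2. Haematopoietic markers lay at 29.98 and 60.18, endothelial at 43.8 and 10.09, and neural at 80.6 and 39.34. The skeletal muscle marker lay at 1.02 and 54.05, and embryonic stem cell markers at 55.81 and 71.94. For H3K4me1, 1 of 4 epithelial markers rose and 1 fell (1 and 1 over the list alone and relative to the median), and Ocln, a tight junction gene, was the one that fell, by 0.78 on the log2 scale. Of 5 endothelial markers 2 rose (2 over the list alone, 0 relative to the median), with Erg at 0.88. Of 3 neural markers 1 fell (1 over the list alone and relative to the median), which was Neurog2 with -1.51, and none fell at the region nearest the TSS. Of 4 haematopoietic markers none passed by limma, while at the region nearest the TSS 1 rose, which was Runx1 (2.60, adjusted p = 1.8e-06 from limma, against 0.20 at the region used here), and skeletal muscle and embryonic stem cell markers had no tested H3K4me1 region.

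H3K4me1 rose in part of each regulator list by limma, as it did over all genes. Of all 12536 genes with a tested promoter region, 6167 rose and 358 fell, and several lists lie near this share. Among random lists of like signal, the medians of the lists below lay between percentiles 6.68 (demethylases) and 84.05 (AP1 factors) in KO1. In KO2 they lay between 9.8 (genes the paper names) and 95.35 (AP1 factors). Of 19 KMT2 complex subunits 11 rose and 0 fell (15 and 0 over the list alone, 7 and 0 relative to the median), led by Kmt2a with 2.91, while Men1 had 0.02 and did not pass (2.60 at the region nearest its TSS, which rose). Of 4 H3K4 demethylases 2 rose (2 over the list alone, 0 relative to the median, 4 at the region nearest the TSS), with Kdm5a at 0.99, while Kdm1a had -0.47 and did not pass (1.45 at the region nearest its TSS, which rose). Of 8 H3K27 regulators 5 rose and 0 fell (5 and 1 over the list alone, 3 and 0 relative to the median), such as Ezh2 with 0.81 (2.09 at the region nearest its TSS), while Eed had -0.58, which passed over the list alone but not over all regions (2.16 at the region nearest its TSS, which rose). Of 17 SP and KLF factors 8 rose and 1 fell (10 and 2 over the list alone, 6 and 2 relative to the median), with Klf8 at 2.35 and Sp6 at -1.20. Of 11 AP1 factors 7 rose and 1 fell (8 and 1 over the list alone, 5 and 1 relative to the median), with Fosl2 at 2.51 and Atf3 at -0.91 (2.65 at the region nearest its TSS). Of 10 CTCF and cohesin genes 7 rose and 0 fell (8 and 1 over the list alone, 5 and 0 relative to the median), led by Stag1 with 1.70, while Smc3 had 0.12 in KO1 and -1.52 in KO2, which passed over the list alone but not over all regions (mean log2 ratio 3.17 at the region nearest its TSS, which rose). Of 13 Hox genes 6 rose and 0 fell (8 and 0 over the list alone, 3 and 0 relative to the median), led by Hoxa7 with 2.20, while Hoxc4 had -0.32 and did not pass. Of 20 ER chaperone and unfolded protein response genes 12 rose and 1 fell (13 and 1 over the list alone, 5 and 1 relative to the median), led by Atf6 with 1.58, while Hsp90b1 fell by 1.48 on the log2 scale. The Hsp90b1 region used here lies outside the gene's H3K4me3 region. An H3K4me1 region within that H3K4me3 region rose by 1.16 (adjusted p = 0.0021 from limma). Of the 12 tested genes the paper names, 3 rose and 1 fell (4 and 2 over the list alone, 2 and 2 relative to the median, 6 and 1 at the region nearest the TSS).

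H3K4me1 at promoters rose with CpG content. Across 20594 promoter regions, Spearman's rho between the log2 ratio and the ratio of observed to expected CpG was 0.609 in KO1 and 0.663 in KO2, and regions are not independent replicates. Away from promoters it was -0.0567 and -0.0151. For H3K4me3 at promoters it was -0.0224 and -0.0450. With GC content in place of the CpG ratio, rho at promoters was 0.377 and 0.407 for H3K4me1, and -0.282 and -0.391 for H3K4me3, which fell more at promoter regions of higher GC content. Across 12548 promoters, Spearman's rho between the H3K4me3 and the H3K4me1 log2 ratio was 0.0345 in KO1 and 0.291 in KO2, so promoters with a larger log2 fall of H3K4me3 did not have a larger rise of H3K4me1. Between the -HOT H3K4me3 signal and the H3K4me1 log2 ratio, rho was 0.328 in KO1 and 0.400 in KO2. A strong promoter can lose more reads at a smaller log2 fall. These values therefore do not decide whether lost H3K4me3 became H3K4me1. In the authors' deposited table of motifs by expression group, 20 of 20 SP and KLF motifs have a p under 0.05 in both sets for genes that went down, and 18 of 31 AP1 motifs do for genes that went up (11 with Benjamini-Hochberg adjustment) and 11 for genes with no change.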
